# Impact of media supplements FGF2, LIF and IGF1 on the genome activity of porcine embryos produced in vitro

**DOI:** 10.1038/s41598-024-57865-7

**Published:** 2024-03-25

**Authors:** Alexandra Rosenbaum Bartkova, Lucie Nemcova, Frantisek Strejcek, Ahmed Gad, Veronika Kinterova, Martin Morovic, Michal Benc, Radek Prochazka, Jozef Laurincik

**Keywords:** Cell biology, Developmental biology, Molecular biology

## Abstract

In this article, we focused on the impact of precisely chemically modified FLI maturation medium enriched with fibroblast growth factor 2 (FGF2), leukemia inhibitory factor (LIF), insulin-like growth factor 1 (IGF1), and polyvinyl alcohol (PVA) and its potential to improve the efficiency of in vitro production of porcine embryos. We hypothesized that enhancing the composition of the maturation medium could result in an elevated production of embryos in vitro and can affect EGA*.* FLI medium resulted in a significantly higher rate of oocyte blastocyst maturation and formation compared to the control DMEM medium. In addition, immunocytochemical labelling confirmed the detection of UBF in 4-cell FLI parthenogenic embryos, suggesting similarities with natural embryo development. Through RNAseq analysis, upregulated genes present in 4-cell FLI embryos were found to play key roles in important biological processes such as cell proliferation, cell differentiation, and transcriptional regulation. Based on our findings, we demonstrated the positive influence of FLI medium in the evaluation of in vitro embryo production, EGA detection, transcriptomic and proteomic profile, which was confirmed by the positive activation of the embryonal genome in the 4-cell stage of parthenogenetically activated embryos.

## Introduction

The production of embryos in laboratory conditions (IVP) is a challenging process for reproductive medicine and embryo technology specialists. However, it serves as a valuable research technique in fields such as embryogenesis research, genetically modified organisms generation, xenotransplantation, and transgenesis. Thus, IVP has gained significant attention in biotechnology and remains an important topic of study today as evidenced by publications^1–4^. The IVP process includes three or four technical steps—a collection of matured or immature oocytes, in vitro maturation (IVM) of immature oocytes, in vitro fertilisation (IVF) of matured oocytes, and in vitro embryo cultivation (IVC)^5^. In several species that are used as model organisms, including pigs, cattle, sheep, etc., it has been shown that the in vitro embryo developmental competence is consistently lower than in vivo^6,7^.

The success of IVP depends on numerous factors such as oocyte size and quality, its molecular determinants such as organelle localization, genes and proteins expression, manipulator skills, in vitro conditions, and composition of maturation and cultivation media. In our laboratory conditions, the porcine oocytes and embryos are used as a model system. The production of in vitro porcine embryos has become an essential tool for animal breeding and genetic research^8^. The ability to manipulate and study early embryonic development has allowed for significant advancements in the field of reproductive biology. The potential of the development of in vitro produced porcine embryos remains a topic of debate among researchers, even though it has become an essential tool for examining early embryonic development and enhancing animal breeding programs. The process involves fertilizing matured oocytes in a lab setting outside the female reproductive tract, which requires careful consideration of factors like culture media, temperature, and gas concentrations^9^. However, there exist various challenges in this process as studies have demonstrated that blastocysts developed under such conditions are less competent compared to those developed naturally in vivo^10^. Roughly 40% of presumed zygotes develop to the blastocyst stage for embryo transfer, with fewer cells observed in these embryos compared to those that progressed naturally. To ensure the developmental ability of in vitro embryos, it is imperative to examine their transcriptional profile during pre-implantation stages and identify possible factors that may affect their competence^9,11,12^.

In vitro maturation is being considered as a potential option to increase the success rate of IVP. Through IVM, a large number of matured oocytes can be sourced in a safe and resource-efficient manner for activation or fertilization in vitro. To perform successful IVM, prepubertal follicles measuring between 1 to 10 mm in diameter need to be retrieved depending on the organism's specifications according to Edwards et al.^13^. A controlled environment and optimized maturation medium are essential elements for successful IVM, which support nuclear and cytoplasmic maturation critical for embryogenesis and fertilization, as further explained by Hatirnaz et al*.* and Vuong et al.^14,15^. The developmental potential of in vitro produced porcine embryos has greatly improved due to advances in technology and techniques. Research has shown that the addition of specific growth factors to the media and the optimization of culture conditions can support the development of embryos and at the same time increase the rate of blastocyst formation^8,16^. Optimizing the individual cultivation media therefore proved to be a very important step. There has recently been a significant improvement in porcine oocyte IVM using media such as TCM-199 or DMEM, resulting in improved porcine embryo production. This advance was achieved by Yuan et al. who developed a chemically defined medium known as FLI medium. Instead of using fetal bovine serum (FBS), FLI medium contains fibroblast growth factor 2 (FGF2), leukemia inhibitory factor (LIF), insulin-like growth factor 1 (IGF1), and polyvinyl alcohol (PVA)^17^.

Enhancing developmental potential requires a detailed understanding of transcription activity during early embryonic development in porcine embryos beyond merely optimizing culture conditions. The examination of the transcriptome has showcased variations in gene expression between porcine embryos created through in vivo and in vitro methods. This indicates that there should be more investigation into detecting crucial genes responsible for embryonic development during its early stages^10^. The purpose of this research was to compare two different maturation media: Dulbecco's modified Eagle's medium (DMEM, Biowest, L0101-500) and FLI. These media differ in their composition and individual concentrations of supplementary supplements. For example, EGF is present at 50 ng/ml in DMEM but only at 10 IU/ml in FLI; IGF is present at a concentration of 100 ng/ml in DMEM compared to 20 ng/ml in FLI; FGF2 has a concentration of 5 ng/ml in DMEM, while it is 40 ng/ml in FLI; The concentration of LIF varies from none (0) for DMEM to 20 ng/ml for FLI. In the experimental part of our study, we specifically investigated how these media affected the maturation process, early embryonic growth, proteomic profile, and gene expression. In addition, we sought to assess specific parameters that influence the development potential of oocytes when cultured in vitro conditions.

## Results

### Oocyte maturation and embryonic development

Assessing experimental groups in our laboratory conditions generated oocyte maturation to the MII stage success rate of 83.60 ± 1.54 in DMEM and 92.40% ± 0.67 in FLI (Table 1). Differences in the experimental groups were evaluated by ANOVA with Tukey’s post-test and the results were statistically significant (p < 0.01).

**Table 1:** Maturation ability of porcine oocytes maturated in DMEM and FLI medium.

Type of medium	No. of oocytes	Oocyte quantity in MII stage % ± SEM
DMEM	500	83.60 ± 1.54^a^
FLI	500	92.40 ± 0.67^b^

Five replicates of this experiment were performed. In brackets, numbers of oocytes are stated. Data are expressed in percentages ± SEM.Within a column, values with different small letters (a, b) are significantly different with P < 0.01.

By evaluating the parthenogenetic development of oocytes cultivated in the DMEM and FLI media after ionomycin activation, we were able to compare embryonic development. In the DMEM group, the cleavage rate was 78.01% ± 1.83 and in the FLI group, it was 90.22% ± 0.71. The blastocyst rate was 32.54% ± 0.72 in the DMEM group and 45.76% ± 1.39 in the FLI group (Table 2). Significant differences were observed between both experimental groups (p < 0.01).

**Table 2:** Development ability of porcine embryos parthenogenetically activated from oocytes maturated in DMEM and FLI medium.

Type of medium	No. of activated oocytes	Cleavage rate % ± SEM	Blastocyst rate % ± SEM
DMEM	380	78.01 ± 1.83^a^	32.54 ± 0.72^a^
FLI	390	90.22 ± 0.71^b^	45.76 ± 1.39^b^

Five repetitions of this experiment were performed. In brackets, the numbers of oocytes are stated. Data are expressed in percentages ± SEM. Within a column, values with different small letters (a, b) are significantly different with P < 0.01.

### Protein profiling of porcine oocytes

The subject of proteomic analysis was the comparison of proteomic profiles of oocytes maturated in two different culture media, DMEM and FLI. A group of 20 oocytes from each media was used for analysis. Assays were performed in 4 replicates. In the DMEM experimental group, we identified a total of 82 proteins, in the FLI group, 53 proteins were detected, but 29 proteins were common.

Identified proteins were divided into 3 groups depending on their biological activity and molecular function described in the UniProt database. In the first group (GE), proteins involved in gene expression (DNA replication, transcription, translation, etc.) were selected. The second group of proteins (CM) consisted of cytoskeletal and microtubular proteins, as well as proteins involved in meiotic spindle formation. In the third group (ZP), zona pellucida proteins were enlisted.

After a comparison of individual groups of proteins between experimental groups of oocytes, significant differences in the number of proteins involved in gene expression and cytoskeletal proteins were observed. The number of GE proteins significantly decreased from 24 in DMEM to 8 in the FLI group of oocytes. In the CM group, the number of identified proteins slightly dropped from 24 in DMEM to 18 in FLI oocytes. The selected type of maturation medium did not affect the number (3) of ZP proteins in analysed oocytes (Fig. 1).

**Figure 1:**
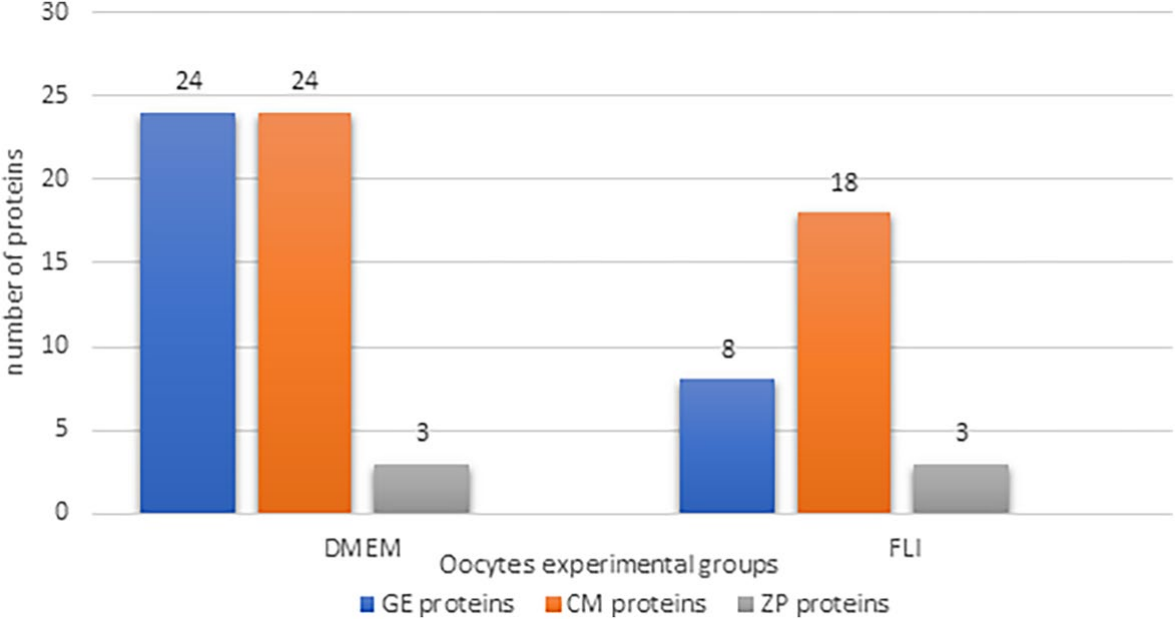
Differences in number of selected groups of proteins in DMEM and FLI oocytes identified by tandem mass spectrometry. *GE* proteins involved in gene expression (DNA replication, transcription, translation, etc.), *CM* consisted of cytoskeletal and microtubular proteins, *ZP* zona pellucida proteins.

Following the design of transcriptomic profiling of 4-cell and 8-cell embryos derived from oocytes cultivated in DMEM and FLI mediums, we focused our analyses on biological processes correlated with identified proteins and we noticed that proteins in the FLI group are involved in biological processes connected with cell cycle regulation, DNA/RNA binding, cytoskeleton organisation, ATP and Ca^2+^ activity. These facts can hypothetically correlate with successful cytoplasmic maturation and higher developmental potential of oocytes maturated in the FLI medium (Fig. 2).

**Figure 2:**
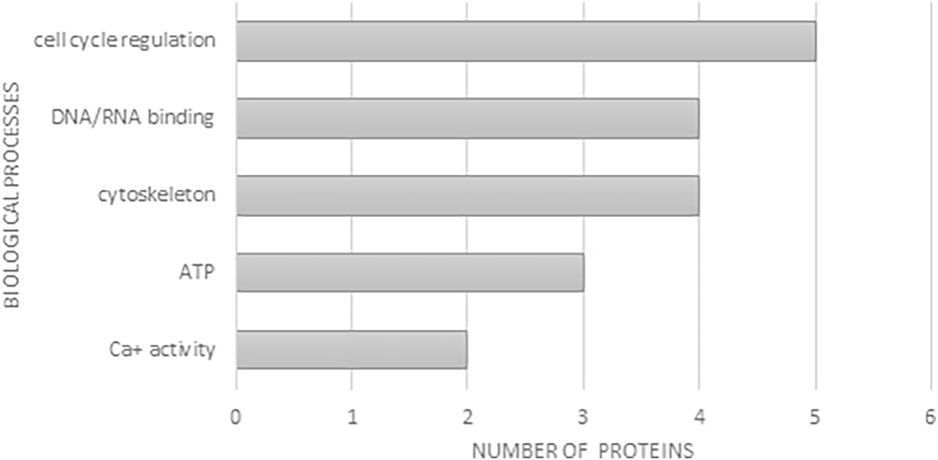
Biological processes supported by proteins detected in the FLI experimental group.

### Immunocytochemistry

We detected UBF labelling in 4-cell embryos of the FLI experimental group, where positive labelling was visible in 72 inactive NPBs and 88 reticular nuclei observed in individual blastomeres (Fig. 3). We did not observe positive UBF labelling in 4-cell DMEM embryos. These results indicate activation of the embryonic genome in 4-cell embryos obtained by chemically activated oocytes from the FLI group.

**Figure 3:**
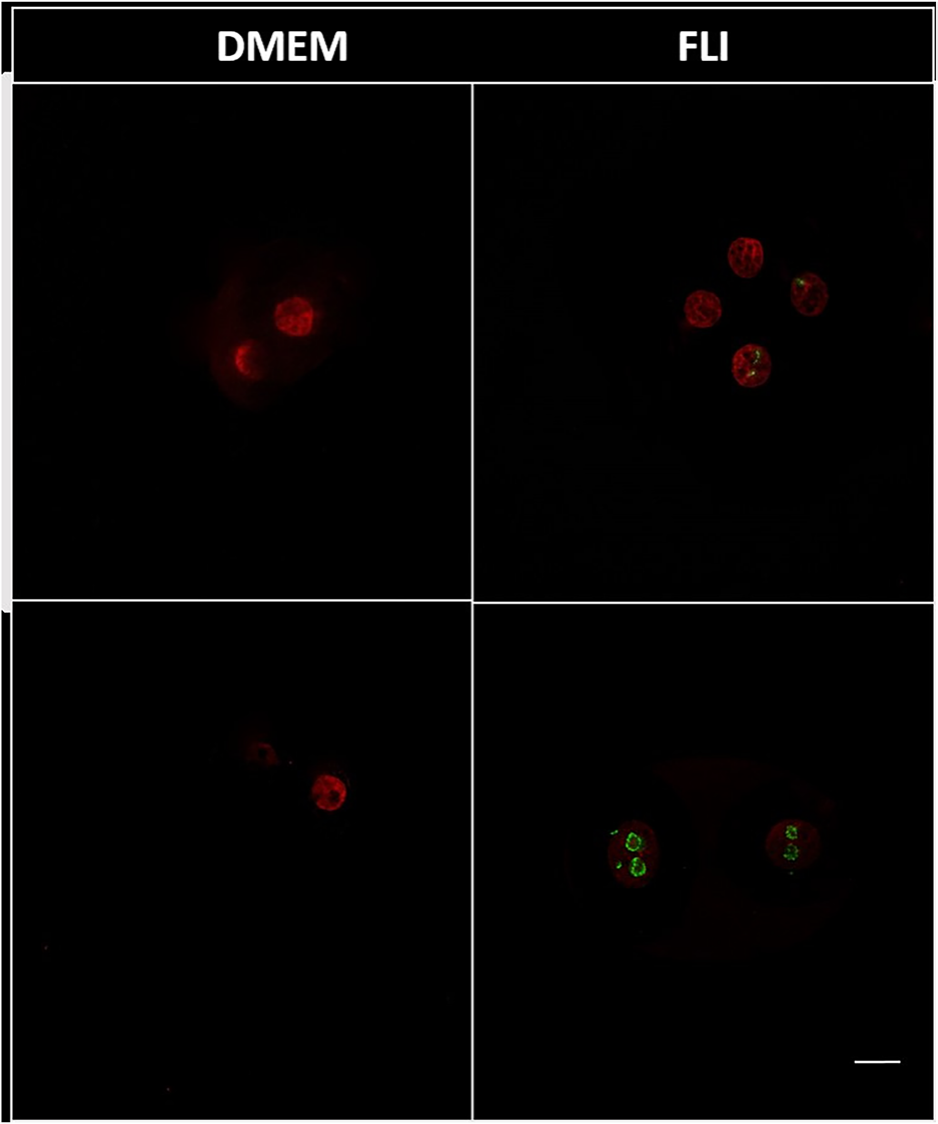
Positive UBF detection in 4 cell embryo from FLI experimental group. Scale bar represents 10 µm.

### Analysis of global RNA synthesis and RNA polymerase I activity

The global RNA synthesis under the guidance of all RNA polymerases, especially RNA pol II corresponded to monitored embryo stages and EGA at the end of the 4-cell stage in both examined groups. However, in the groups where the α-amanitine was used, RNA Pol I activity was detected for the first time at the end of the 4-cell stage in the FLI group only. The situation in the 8-cell stage was similar and a clear signal was detected in the FLI group. On the other hand, the RNA polymerase I activity in the DMEM group was detected for the first time in 8-cell stages and this signal corresponds to the onset of RNA Pol I activity. These results indicate later nucleologenesis and slower onset of EGA in the DMEM group (Fig. 4).

**Figure 4:**
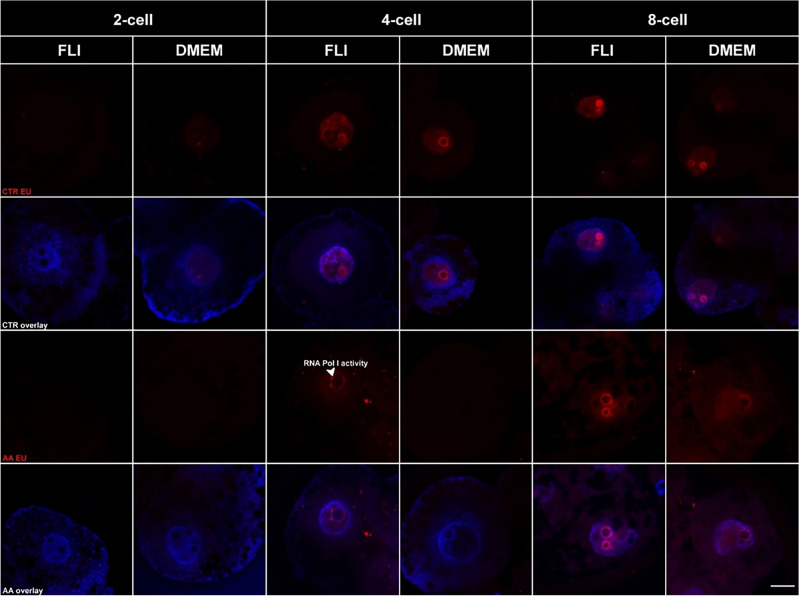
Global RNA synthesis and RNA polymerase I activity. *CTR* control groups, *AA* α-amanitine groups. The scale bar represents 10 µm.

### Transcriptomic profiles of embryos

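Pools of 20 porcine parthenogenetic embryos were sequenced at the 2-cell, 4-cell and 8-cell stages, from oocytes matured in DMEM or in FLI medium. FLI is a defined maturation medium that contains the growth factors FGF2, LIF and IGF1. By the paper, the DMEM control had another base medium, lacked LIF, and also contained EGF, FGF and, at a higher concentration than FLI, IGF1. Each of the 6 groups of stage and medium had 3 pools. Total RNA was made into stranded libraries and read from both ends. The authors mapped the reads with bowtie2 and calculated expression values with Illumina Dragen, and the versions of both are not given in the sources used here. The pig genome build is Sscrofa11.1, to which all coordinates refer. The deposited values are a count, a CPM, a TPM and an RPKM of each library for 20983 genes, of which 15498 carry a symbol and 13 are mitochondrially encoded. The counts of a library summed to 4563973 to 6781185 in 2-cell DMEM embryos, 3364351 to 5683102 in 2-cell FLI embryos and 4217732 to 4732619 in 4-cell DMEM embryos. They summed to 4079290 to 5123898 in 4-cell FLI embryos, 1737985 to 4599171 in 8-cell DMEM embryos and 2167674 to 5265886 in 8-cell FLI embryos. The deposited genes include no Rfam RNA. The share of mapped reads counted in them was 71.9% ± 1.89 (SD, n = 3) in 2-cell DMEM and 70.2% ± 2.12 in 2-cell FLI embryos. In 4-cell embryos this share was 65.0% ± 3.58 in DMEM and 66.2% ± 1.57 in FLI. At the 8-cell stage it was 49.9% ± 6.12 in DMEM and 45.5% ± 21.6 in FLI embryos, where replicate 3 had 21.4%. A count of 0 in a library allows a level of up to 0.442 to 1.73 CPM (counts scaled to the library total), from 3 counts of its total, and this limit covers counting error only. The 13187 genes kept by edgeR's expression filter were tested with its quasi-likelihood test, which took all 18 libraries in 1 model after TMM normalization. Levels are given as CPM with the same normalization, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes. Sets of genes were tested with camera, which compares the genes of a list with all other genes at a preset correlation of 0.01 between them. No call made by camera here holds with an estimated correlation. The comparisons, the tests, 22 lists of genes and the rule for naming genes were set before the data were examined. The sources do not say whether the 3 pools of a group came from separate collections of oocytes, so p-values measure only the spread between these pools.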

We used next-generation RNA sequencing (RNA-Seq) for transcriptomic profiling of in vitro produced embryos. The statistical model contained data from the cell stage and maturation medium. 

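Over the 3 stages, genes of ribosomes, of the nucleolus and of the respiratory chain were lower in FLI than in DMEM embryos. The 64 cytosolic ribosomal protein genes had a median log2 fold change of -0.25, with 4 of the 64 above 0 (adjusted p = 4.38e-31 from camera, adjusted p = 0.56 with an estimated correlation). The 40 genes of RNA polymerase I and the nucleolus had a median of -0.14, with 5 of the 40 above 0 (adjusted p = 2.59e-08, adjusted p = 0.56 with an estimated correlation). Translation initiation factors (median -0.115, adjusted p = 2.47e-05) and proteasome subunits (median -0.09, adjusted p = 0.00515) were lower too, each with an adjusted p = 0.637 with an estimated correlation. Mitochondrially encoded genes had a median of -0.19, with 1 of 13 above 0 (adjusted p = 0.00515, adjusted p = 0.637 with an estimated correlation). The median of the nuclear encoded respiratory chain genes was -0.05 (adjusted p = 0.000527, adjusted p = 0.747 with an estimated correlation), and it was 0.04 where libraries were scaled by their size only. The stages went different ways, since in 2-cell embryos the medians in FLI against DMEM were 0.45 for the ribosomal protein genes, 0.21 for the nuclear encoded respiratory chain genes and 0.05 for RNA polymerase I and the nucleolus. Of the 22 lists 6 were lower over the 3 stages by camera, and 3 were without 8-cell DMEM replicate 3 and 3 without the 3 8-cell libraries that stand apart (8-cell DMEM replicate 1 and 8-cell FLI replicates 2 and 3, a setting chosen after the data were seen). DKC1, which encodes the pseudouridine synthase of small nucleolar RNA complexes, was the 1 gene of RNA polymerase I and the nucleolus that was lower when adjusted over the list alone. Its log2 fold change was -0.44 (SE 0.106, adjusted p = 0.999), and it lies on chromosome X from 125218923 to 125229525. NPM1, a nucleolar chaperone, had a log2 fold change of -0.27 (SE 0.0951, adjusted p = 0.999) and the proteasome subunit PSMD8 one of -0.26 (SE 0.0850, adjusted p = 0.999). GPX4, which protects membrane lipids from oxidation, had a value of -0.54 (SE 0.184, adjusted p = 0.999), and ZP4, a glycoprotein of the zona pellucida, one of 1.00 (SE 0.293, adjusted p = 0.999). With edgeR, 0 genes differed between the media at an adjusted p under 0.05, in a model of stage and medium with 9 libraries against 9. At an unadjusted p under 0.05, 207 genes were higher and 393 lower in FLI embryos. Together these are fewer than 0.05 of the 13187 tested genes, the share that chance alone would give. DESeq2 called 9 genes lower and limma voom called 0.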

Analysed embryos were used for comparison of the differences in the presence of transcripts between individual embryo stages. 

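Most of the tested genes changed between the 2-cell and the 4-cell stage in both media. In FLI embryos, 4569 of the 13187 genes were higher at the 4-cell stage and 3593 were lower at an adjusted p under 0.05, and in DMEM embryos 4636 were higher and 3747 lower. The median log2 fold change of all tested genes was 0.18 in FLI and 0.16 in DMEM embryos. Of 30 genes known to be transcribed at embryonic genome activation, 24 rose and 1 fell in FLI embryos, also when adjusted over the list alone. Their median log2 fold change was 3.34 in FLI embryos (adjusted p = 2.17e-08, adjusted p = 0.0578 with an estimated correlation) and 3.81 in DMEM embryos (adjusted p = 1.76e-08, adjusted p = 0.0572 with an estimated correlation). KDM5B (ENSSSCG00000010928), a histone lysine demethylase on chromosome 10 from 24736838 to 24831447, rose in FLI embryos from 3.24 ± 1.7 to 544 ± 43.2 CPM (SD, n = 3), a log2 fold change of 7.42 (SE 0.327, adjusted p = 6.15e-12). KLF4 (ENSSSCG00000005437), a transcription factor of pluripotent cells on chromosome 1 from 248604820 to 248609035, rose from 39.0 ± 8.40 to 1076 ± 96.9 CPM, a log2 fold change of 4.79 (SE 0.227, adjusted p = 1.26e-11). MYCN (ENSSSCG00000008618), a growth-promoting transcription factor on chromosome 3 from 121543109 to 121549046, had 0.403 ± 0.533 CPM at the 2-cell stage, close to the limit of counting, and 225 ± 9.91 CPM at the 4-cell stage. In DMEM embryos the log2 fold changes of these 3 genes were 7.27, 4.52 and 8.94. Genes of protein synthesis rose as well. Of the 64 ribosomal protein genes, 63 rose and 1 fell in FLI embryos, with a median of 4.47 (adjusted p = 1.72e-20, adjusted p = 0.383 with an estimated correlation), and 63 rose and 0 fell in DMEM embryos, with a median of 5.33. RPS9, on chromosome 6 from 55920934 to 55927280, went from 1.84 ± 0.562 to 225 ± 25.9 CPM in FLI embryos, a log2 fold change of 6.93 (SE 0.343, adjusted p = 1.85e-11), and had one of 7.25 in DMEM embryos. Of 31 translation initiation factors, 26 rose and 2 fell in FLI embryos (median 2.44, adjusted p = 3.07e-08, adjusted p = 0.356 with an estimated correlation), and EIF3A rose from 25.7 ± 7.05 to 2208 ± 368 CPM. Of the genes of RNA polymerase I and the nucleolus, 35 rose and 2 fell (median 2.28, adjusted p = 2.91e-10, adjusted p = 0.0869 with an estimated correlation). FBL, the methyltransferase of ribosomal RNA on chromosome 6 from 48314783 to 48326436, rose from 3.67 ± 1.63 to 197 ± 3.07 CPM, a log2 fold change of 5.77 (SE 0.298, adjusted p = 2.84e-11). Of 43 genes of RNA polymerase II and the general transcription factors, 25 rose and 4 fell (median 0.93, adjusted p = 0.00167, adjusted p = 0.338 with an estimated correlation). POLR2B, the second largest subunit of this polymerase on chromosome 8 from 56231789 to 56285011, had a log2 fold change of 7.68 (SE 0.332, adjusted p = 5.03e-12). The difference between the media in this step was tested as an interaction, for which edgeR called 0 genes (119 higher and 218 lower in FLI at an unadjusted p under 0.05) and DESeq2 and limma voom called 0. The genes at the unadjusted p were together fewer than 0.05 of the tested genes, the share that chance alone would give.

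**Figure D1:**
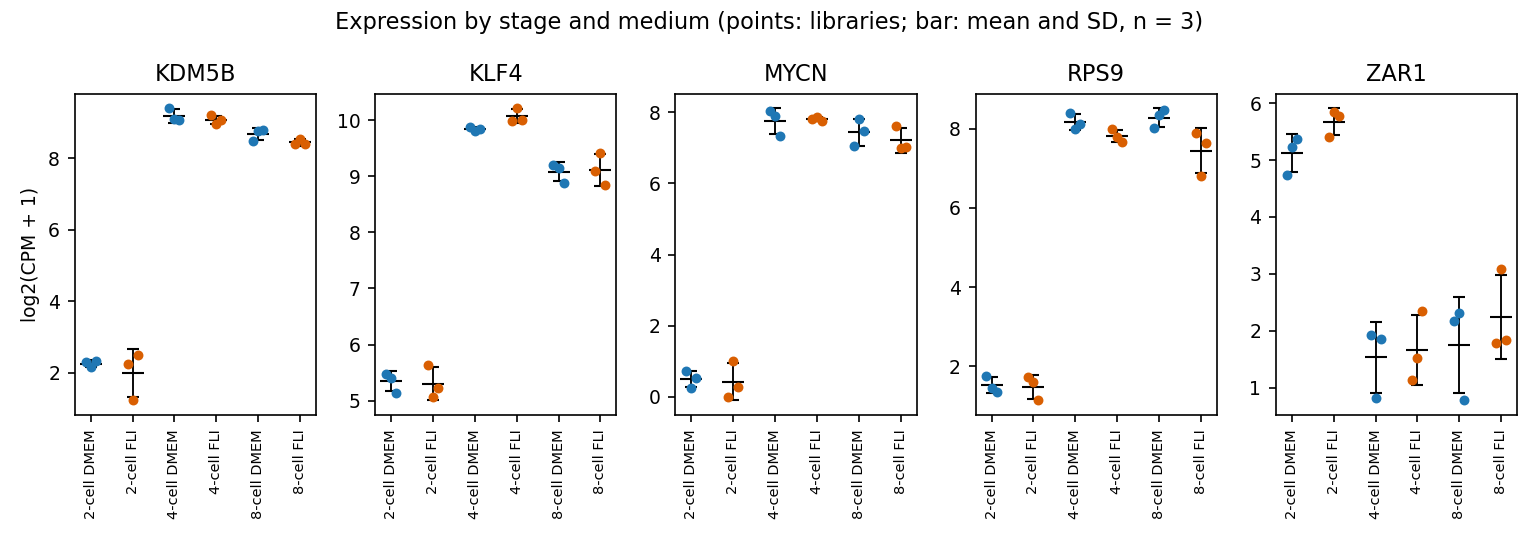
Levels of KDM5B, KLF4, MYCN, RPS9 and ZAR1 as log2(CPM + 1) in the 6 groups. Points are libraries, bars are means and error bars are the SD (n = 3). In both media every 4-cell library lies above every 2-cell library for KDM5B, KLF4, MYCN and RPS9, and below for ZAR1.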

The reason for selecting the analysed 2-, 4- and 8-cell stages was that our primary hypothesis featured a positive influence of FLI maturation medium on the success rate of in vitro produced embryos.

To determine gene expression profiles related to developmental stages we have analysed RNA-Seq data of embryos using hierarchic grouping (Fig. 5). 

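The 2-cell libraries lay apart from all others, whereas the 4-cell and 8-cell libraries were not fully separated and neither were the media. Over the 13187 genes, as log2(CPM + 1), 2-cell DMEM and 2-cell FLI libraries had a mean Pearson's r of 0.985, against 0.986 among the 2-cell DMEM libraries and 0.985 among the 2-cell FLI libraries. 4-cell FLI libraries had a mean r of 0.968 with 4-cell DMEM, 0.936 with 8-cell DMEM and 0.7095 with 2-cell FLI libraries. For 4-cell DMEM libraries, the mean r with 8-cell DMEM libraries was 0.938. The 8-cell libraries were the least alike, with a mean r of 0.929 in DMEM and 0.881 in FLI embryos. Divided into 3 clusters, the 6 2-cell libraries formed the first, and 4 of the 8-cell libraries formed another. The remaining cluster held all 4-cell libraries together with 8-cell DMEM replicate 1 and 8-cell FLI replicate 2. The same 3 clusters came from Spearman's correlation and from complete linkage, and over the 1000 most variable genes 8-cell FLI replicate 2 stood alone and all 4-cell libraries shared a cluster with the other 5 8-cell libraries. For 16 of the 18 libraries the nearest library was of the same stage, and for 7 it was of the same medium (11 over the 1000 most variable genes). The first principal component held 76.5% of the variance and the second 7.67%. These correlations are across genes, which are not independent replicates, and no p-value was computed from them.

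**Figure D2:**
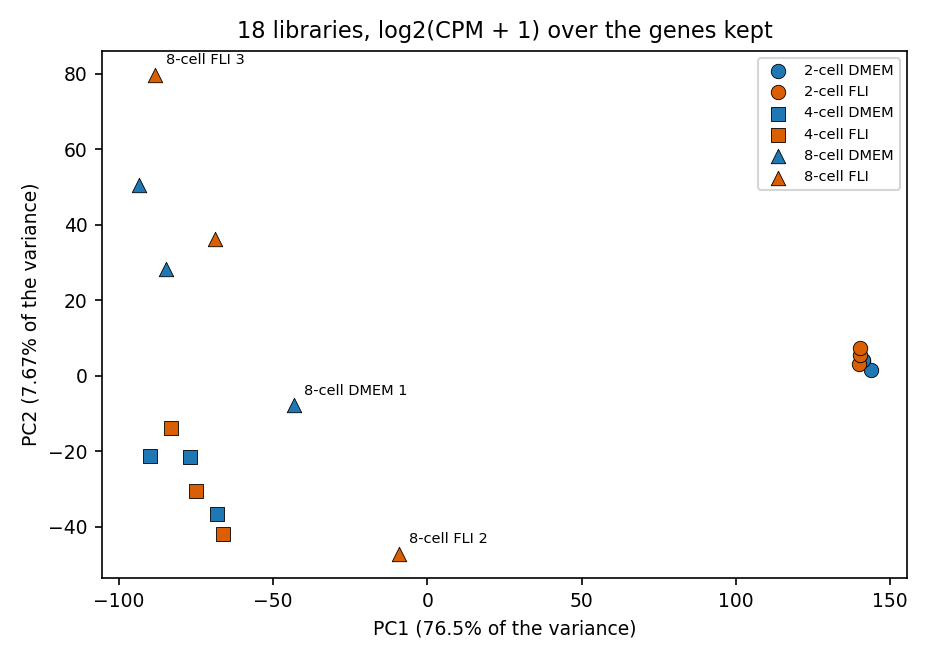
The 18 libraries on the first 2 principal components of log2(CPM + 1), with the share of variance on each axis. Symbols are stages and colours are media. The 2-cell libraries lie apart on the first component, and 8-cell FLI replicates 2 and 3 lie farthest apart within a group.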

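Transcripts of 14797 genes were detected in 2-cell DMEM embryos and of 14596 in 2-cell FLI embryos. At the 4-cell stage 15344 genes were detected in DMEM and 15701 in FLI embryos, and at the 8-cell stage 15870 and 17056. These are genes with at least 1 count in 2 of the 3 libraries of a group. The 4-cell DMEM and FLI embryos shared 14472 of them, with 1229 detected in FLI alone and 872 in DMEM alone. All 6 groups shared 12357 genes, of 18463 detected in any group. With at least 5 counts required, the 4-cell groups had 12169 genes in DMEM and 12320 in FLI, and the 8-cell groups 12308 and 13576. In all 3 libraries, 13230 genes were detected in 4-cell DMEM and 13623 in 4-cell FLI embryos. 8-cell FLI replicate 3 alone had 18595 genes, from 2167674 counts. Detection near 1 count depends on the depth of a library, so genes found in 1 group alone are not thereby absent from the other.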

The presence of a gene in at least two out of three iterations for every experimental group was set as a gene detection standard.

**Figure 5:**
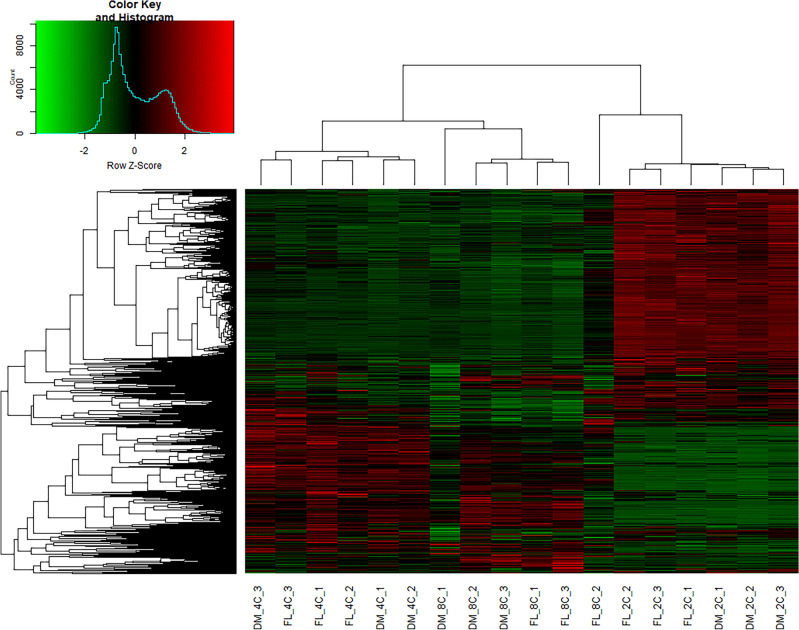
Analysis of grouping of differentially expressed genes of individual experimental groups.

We have decided to compare functional groups of genes and transcripts of interests between higher and lower stages of development and focus on statistically significant differences in the amount and function of genes (|Log2FoldChange| > 1.5 and p < 0.05). Gene lists from all experimental groups were analysed using DAVID.

Based on the immunocytochemical staining results, we analysed especially 4-cell FLI embryos. 

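In 4-cell embryos, genes of the protein synthesis machinery were slightly lower in FLI than in DMEM embryos, and no single gene passed the test with edgeR. The ribosomal protein genes had a median log2 fold change of -0.32, with 1 of the 64 above 0 (adjusted p = 4.77e-17 from camera, adjusted p = 0.596 with an estimated correlation). RNA polymerase I and nucleolar genes had a median of -0.11, with 4 of the 40 above 0 (adjusted p = 0.000306, adjusted p = 0.508 with an estimated correlation). Translation initiation factors also had a median of -0.11, with 6 of the 31 above 0 (adjusted p = 0.0128, adjusted p = 0.946 with an estimated correlation). These 3 lists were the ones camera called lower, and without 4-cell DMEM replicate 1 it called 1. RPS20, a ribosomal protein gene on chromosome 4 from 75762209 to 75769955, had 690.0 ± 8.77 CPM (SD, n = 3) in FLI and 982 ± 21.0 CPM in DMEM embryos, a log2 fold change of -0.51 (SE 0.216, adjusted p = 1). RPSA, on chromosome 13 from 24072527 to 24081541, had 389.7 ± 13.5 and 517 ± 36.5 CPM. DKC1 had 627 ± 34.2 CPM in FLI and 803 ± 51.2 CPM in DMEM embryos, and NPM1 2320.3 ± 165 and 2877 ± 101 CPM. UBTF, which encodes the upstream binding factor of RNA polymerase I on chromosome 12 from 18989836 to 19006129, had 239 ± 40.2 CPM in FLI and 247 ± 38.5 CPM in DMEM embryos, a log2 fold change of -0.04 (SE 0.202, adjusted p = 1). Its transcript level does not measure the protein or its labelling. GPX4 had 12.8 ± 2.27 against 24.1 ± 1.86 CPM, with a log2 fold change of -0.90 (SE 0.284, adjusted p = 1). ETV5, a transcription factor induced by FGF signalling, had 46.1 ± 16.2 against 24.5 ± 2.06 CPM, with a log2 fold change of 0.91 (SE 0.376, adjusted p = 1), while 29 of the 57 tested genes of its list, that of the FGF, LIF, IGF and EGF pathways, were above 0 (median 0.01, adjusted p = 0.961 from camera). Genes of heat shock and stress (median -0.16, adjusted p = 0.0539) and homeobox and other developmental genes (median 0.09, adjusted p = 0.0637) did not pass. The 30 genes of embryonic genome activation had a median of -0.03 (adjusted p = 0.746), with 0.03 as the median where libraries were scaled by their size only, and the 37 oocyte and maternal genes one of -0.09 (adjusted p = 0.745). At an adjusted p under 0.05, edgeR called 0 genes, and DESeq2 and limma voom called 0 on all 18 libraries. DESeq2 on only the 6 4-cell libraries, a setting chosen after the data were seen, called 2 higher and 3 lower. By the unadjusted p under 0.05, 151 genes were higher and 154 lower with edgeR (213 and 106 with scaling by library size only), 195 and 297 with DESeq2, and 187 and 199 with limma voom. The genes from edgeR were together fewer than 0.05 of the tested genes, the share that chance alone would give. At the thresholds of the study, a log2 fold change beyond 1.5 and a p under 0.05 (taken as unadjusted), 61 genes were higher and 50 lower. With counts changed in simulated data, edgeR called most genes changed 4-fold and few changed 2-fold at this number of libraries. Each simulated gene had its mean over all 18 libraries and the spread from the model of all 18. The share called with the levels and spread of the 4-cell libraries can therefore differ.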

By comparing 4-cell FLI and DMEM embryos, we identified 6 different expressed genes, of which 3 genes were upregulated and 3 downregulated. 

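FAM161B and ZP4 had higher levels in 4-cell FLI than in 4-cell DMEM embryos, and neither passed edgeR's test over all genes. FAM161B (ENSSSCG00000002353) encodes a protein of the centrosome and cilium family and lies on chromosome 7 from 97244923 to 97258435. It had 23.4 ± 2.06 CPM (SD, n = 3) in 4-cell FLI and 10.1 ± 1.92 CPM in 4-cell DMEM embryos, a log2 fold change of 1.20 (SE 0.369, adjusted p = 1) from edgeR. In 2-cell FLI embryos it had 5.32 ± 1.88 CPM, and in 8-cell DMEM and FLI embryos 10.5 ± 3.97 and 10.3 ± 1.96 CPM. From the 2-cell to the 4-cell stage it rose in both media, with a log2 fold change of 2.11 (SE 0.383, adjusted p = 0.000125) in FLI and 1.49 (SE 0.391, adjusted p = 0.00306) in DMEM embryos. ZP4 (ENSSSCG00000010141), a structural glycoprotein of the zona pellucida made by the oocyte, lies on chromosome 14 from 53577135 to 53584546. It had 249 ± 106 CPM in 4-cell FLI and 110.2 ± 33.8 CPM in 4-cell DMEM embryos, a log2 fold change of 1.18 (SE 0.534, adjusted p = 1). With DESeq2 on only the 2 groups, a setting chosen after the data were seen, ZP4 passed over all genes (adjusted p = 0.0391). At the 2-cell stage ZP4 had 251 ± 18.9 CPM in FLI and 153 ± 15.4 CPM in DMEM embryos, and between the 2 stages its log2 fold change in FLI embryos was -0.01 (SE 0.525, adjusted p = 0.989). All 3 FLI libraries lay above all 3 DMEM libraries at the 4-cell stage for both genes. KDM4E was not analysed here.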

Upregulated genes present in the 4-cell FLI embryo included the gene encoding lysine-specific demethylase 4E *(KDM4E*), the gene encoding centrosomal protein 161B (*FAM161B*), and the gene encoding *zona pellucida* glycoprotein 4 (*ZP4*). Downregulated genes in 4-cell FLI embryos included the gene encoding fatty acid binding protein 5 (*FABP5*), the gene encoding 40S ribosomal protein S27 (*RPS27*), and the gene encoding ubiquitin-conjugating enzyme 2W (*UBE2W*).

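FABP5 (ENSSSCG00000006153), a carrier of long-chain fatty acids, lies on chromosome 4 from 55275205 to 55282908 and had 173 ± 29.3 CPM (SD, n = 3) in 4-cell FLI and 287 ± 27.4 CPM in 4-cell DMEM embryos. Its log2 fold change was -0.73 (SE 0.229, adjusted p = 1) from edgeR, and all 3 FLI libraries lay below all 3 DMEM libraries. RPS27 was measured as ENSSSCG00000031838, on chromosome 4 from 95694771 to 95699447, which carries no symbol in the deposited values and was matched by position. This gene had 259 ± 24.8 CPM in 4-cell FLI and 461 ± 63.9 CPM in 4-cell DMEM embryos, with a log2 fold change of -0.83 (SE 0.262, adjusted p = 1) from edgeR (adjusted p = 0.00797 with DESeq2 on only the 2 groups, a setting chosen after the data were seen). It overlaps NUP210L, a nuclear pore gene that ends at 95698197 on the other strand, and the sources do not state how strand was used in counting, so some of its counts can belong to that gene. UBE2W (ENSSSCG00000006177), a ubiquitin-conjugating enzyme on chromosome 4 from 62014059 to 62098400, had 102 ± 2.27 against 121 ± 16.2 CPM and a log2 fold change of -0.25 (SE 0.197, adjusted p = 1). FABP5 and RPS27 were low at the 2-cell stage, with 2.54 ± 0.655 and 0.712 ± 0.378 CPM in FLI embryos, whereas UBE2W already had 152 ± 11.8 CPM in DMEM embryos.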

By analysing 4-cell FLI and DMEM embryos, we also identified the top 20 expressed genes (Table 3). 

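The 13 mitochondrially encoded genes were among the 20 genes with the highest mean TPM in 4-cell embryos of either medium. Among the deposited genes, which include no Rfam RNA, COX2, a subunit of cytochrome c oxidase, was highest, with 36323 ± 1844 TPM (SD, n = 3) in FLI and 36242 ± 3800 TPM in DMEM embryos. ENSSSCG00000034113, a gene without a symbol on chromosome 9 from 25500051 to 25503695, followed with 28494 ± 285 and 27703 ± 2344 TPM. ATP6 had 28307 TPM in FLI and 26798.5 TPM in DMEM embryos, COX1 22466 and 22465 TPM, and COX3 19297 and 19530.2 TPM. ND4 had 14811 and 16070.5 TPM, ND5 13109 and 16119 TPM, and CYTB 14617 and 17200.3 TPM. The other nuclear genes in both lists were RPLP1 (4951 ± 104 and 5752 ± 959 TPM), RPL13A (2817 and 3876 TPM), CDV3 (3412 and 3136 TPM), NCL, the nucleolar protein nucleolin (3503 ± 19.3 and 3669.7 ± 673 TPM), and TPT1, a translationally controlled growth protein (3668 ± 626 and 3522 ± 207 TPM). The lists shared 19 genes, with HENMT1 (2968 ± 177 TPM) in FLI alone and ENSSSCG00000004489 (3256 TPM) in DMEM alone. By the median of the 3 libraries instead of the mean, they shared 18 genes. The deposited TPM are scaled over the genes of each library, and none of these genes passed between the media with edgeR.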

All these genes and the proteins resulting from their translation are involved in mitochondrial OXPHOS and cell proliferation. 

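In 4-cell embryos, the lists of respiratory chain and cell cycle genes did not pass the test between FLI and DMEM. Mitochondrially encoded genes had a median log2 fold change of -0.115, with 2 of the 13 above 0 (adjusted p = 0.261 from camera). The 66 nuclear encoded genes of the respiratory chain had a median of -0.08 (adjusted p = 0.567). Cell cycle and DNA replication genes had a median of -0.07 over 46 genes (adjusted p = 0.432). From the list of oocyte and maternal genes, the cyclin CCNB3, on chromosome X from 43922804 to 43990929, had 166 ± 24.8 CPM (SD, n = 3) in FLI and 225 ± 33.5 CPM in DMEM embryos, a log2 fold change of -0.44 (SE 0.183, adjusted p = 1) from edgeR. By this test 0 genes of the 3 lists passed, whether adjusted over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. DESeq2 and limma voom called 0 genes of these lists over all genes.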

Because of a similar pattern of UBF activity described in 8-cell DMEM embryos and 4-cell FLI embryos, we also compared differences between these stages.

**Table 3:** List of top 20 genes expressed in 4-cell embryos.

4-cell DMEM			4-cell FLI		
Gene ID	Gene name	TPM	Gene ID	Gene name	TPM
ENSSSCG00000038407	RF00002	222,432.5	ENSSSCG00000038407	RF00002	265,795.1
ENSSSCG00000034995	RF00017	59,730.0	ENSSSCG00000034995	RF00017	51,490.1
ENSSSCG00000018078	*COX2*	31,102.6	ENSSSCG00000018078	*COX2*	29,395.7
ENSSSCG00000018081	*ATP6*	18,068.6	ENSSSCG00000018081	*ATP6*	18,761.2
ENSSSCG00000019556	RF00100	15,960.4	ENSSSCG00000034113	novel gene	13,010.6
ENSSSCG00000018075	*COX1*	13,654.8	ENSSSCG00000018075	*COX1*	12,853.9
ENSSSCG00000034113	novel gene	12,733.8	ENSSSCG00000019556	RF00100	12,245.0
ENSSSCG00000018082	*COX3*	11,093.2	ENSSSCG00000018082	*COX3*	10,926.8
ENSSSCG00000018069	*ND2*	9807.1	ENSSSCG00000018069	*ND2*	8339.0
ENSSSCG00000018092	*ND6*	8977.3	ENSSSCG00000018065	*ND1*	6835.1
ENSSSCG00000018094	*CYTB*	8136.5	ENSSSCG00000018094	*CYTB*	6823.0
ENSSSCG00000018065	*ND1*	8021.4	ENSSSCG00000018087	*ND4*	6556.0
ENSSSCG00000018087	*ND4*	6583.2	ENSSSCG00000018084	*ND3*	5815.8
ENSSSCG00000018084	*ND3*	5191.8	ENSSSCG00000018092	*ND6*	5586.0
ENSSSCG00000018080	*ATP8*	5010.7	ENSSSCG00000018080	*ATP8*	5199.7
ENSSSCG00000018091	*ND5*	4996.3	ENSSSCG00000018091	*ND5*	4331.1
ENSSSCG00000016275	*NCL*	3423.7	ENSSSCG00000018086	*ND4L*	3735.3
ENSSSCG00000018086	*ND4L*	3362.7	ENSSSCG00000008433	*CALM2*	3222.5
ENSSSCG00000008433	*CALM2*	3338.3	ENSSSCG00000016275	*NCL*	3195.8
ENSSSCG00000032708	RF00017	3300.0	ENSSSCG00000040929	*TPT1*	2928.3

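Ribosomal protein genes were lower in 4-cell FLI than in 8-cell DMEM embryos. The median log2 fold change of the ribosomal protein genes was -0.58, with 1 of the 64 above 0 (adjusted p = 1.52e-21 from camera, adjusted p = 0.569 with an estimated correlation). In 4-cell DMEM against 8-cell DMEM embryos the median of this list was also below 0, at -0.256. RPS18, on chromosome 7 from 29638833 to 29642912, had 397 ± 55.1 CPM (SD, n = 3) in 4-cell FLI and 656 ± 119 CPM in 8-cell DMEM embryos, a log2 fold change of -0.72 (SE 0.213, adjusted p = 0.139), and RPL23 had one of -0.99 (SE 0.319, adjusted p = 0.169). With edgeR, 0 genes were higher and 0 lower at an adjusted p under 0.05, and 1144 were higher and 880 lower at an unadjusted p under 0.05 (837 higher, and more genes lower than higher, with upper quartile scaling). DESeq2 called 255 genes higher and 161 lower at an adjusted p under 0.05, and limma voom 22 and 2. The count from edgeR depends on the libraries in the model, with 47 higher and 33 lower on only the groups compared. In settings chosen after the data were seen, it was 580 and 272 without 8-cell FLI replicates 2 and 3, which are not in this comparison, and 1524 and 752 without these and 8-cell DMEM replicate 1. At a log2 fold change beyond 1.5 and an unadjusted p under 0.05, 185 genes were higher and 379 lower. Without 8-cell DMEM replicate 1, 310 genes were higher at these thresholds, and edgeR called 2 higher and 2 lower at an adjusted p under 0.05. The same 8-cell DMEM libraries were also compared with 4-cell DMEM embryos. There edgeR called 0 genes at an adjusted p under 0.05, DESeq2 289 higher and 121 lower, and limma voom 21 and 1, with 1136 and 771 at an unadjusted p under 0.05 from edgeR. At the thresholds of the study, 146 were higher and 395 lower in 4-cell DMEM embryos. Of these genes, 85 were higher and 161 lower in both 4-cell groups. The log2 fold changes of the 2 comparisons had an r of 0.774 across genes, and both use the 3 8-cell DMEM libraries. In 20 simulations without real differences, sharing these libraries gave a mean r of 0.545, with 29.7 genes higher and 10.9 lower in both. The simulations gave each gene the same spread in every group. The real 8-cell DMEM libraries were less alike (mean r 0.929) than the 4-cell DMEM (0.965) and 4-cell FLI libraries (0.971). How much of the overlap comes from sharing is therefore not decided.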

By comparing 4-cell FLI embryos and 8-cell DMEM embryos, we detected 977 expressed genes, of which 204 genes were upregulated and 773 downregulated. 

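A homeobox gene and a Wnt receptor were among the genes higher by an unadjusted p in 4-cell FLI than in 8-cell DMEM embryos, and keratin and junction genes among those lower. These groups differ in both stage and medium, which the comparison cannot separate. NKX2-2 (ENSSSCG00000040017), a homeobox gene of neural and endocrine development on chromosome 17 from 29275698 to 29278606, had 58.2 ± 11.8 CPM (SD, n = 3) in 4-cell FLI and 14.5 ± 6.30 CPM in 8-cell DMEM embryos, a log2 fold change of 2.00 (SE 0.421, adjusted p = 0.0876) from edgeR. The forkhead gene FOXO1 went the other way, with 41.0 ± 16.3 against 93.6 ± 17.5 CPM and a log2 fold change of -1.19 (SE 0.279, adjusted p = 0.0876). Of 140 homeobox and other developmental genes, 7 were higher and 3 lower when adjusted over the list alone (median 0.26, adjusted p = 0.369 from camera), and 0 passed over all genes. FZD7, a receptor of Wnt ligands on chromosome 15 from 105644188 to 105648850, had 58.2 ± 11.6 against 16.9 ± 6.07 CPM, a log2 fold change of 1.77 (SE 0.396, adjusted p = 0.0876). HK2, the hexokinase of fast-growing cells on chromosome 3 from 68153835 to 68231615, had 569 ± 101 against 163 ± 4.45 CPM, a log2 fold change of 1.80 (SE 0.382, adjusted p = 0.0876). Of 57 genes of the FGF, LIF, IGF and EGF pathways, 2 were higher when adjusted over the list alone (median 0.10, mean -0.04, median -0.02 with upper quartile scaling, adjusted p = 0.887 from camera). SPRY2, an inhibitor induced by FGF signalling, had 26.4 ± 2.78 against 10.0 ± 4.26 CPM. DUSP4, a phosphatase of the MAP kinases, had 89.1 ± 39.1 against 28.3 ± 1.51 CPM. For cell proliferation, 46 cell cycle and DNA replication genes had a median of -0.02, with 21 above 0 (adjusted p = 0.887), and 0 passed when adjusted over the list alone. CDC20, an activator of the anaphase-promoting complex, had 279 ± 10.8 against 194 ± 33.4 CPM and the cyclin CCNA2 321 ± 31.2 against 213 ± 36.9 CPM. The keratin KRT8, on chromosome 5 from 18167553 to 18180404, had 0.964 ± 0.684 CPM in 4-cell FLI and 15.6 ± 6.65 CPM in 8-cell DMEM embryos, a log2 fold change of -3.96 (SE 1.05, adjusted p = 0.128), and the tight junction gene CLDN1 had 30.6 ± 0.737 and 122 ± 79.8 CPM. In 4-cell DMEM against 8-cell DMEM embryos, NKX2-2, FZD7, HK2, KRT8 and CLDN1 had the same signs. Of 37 genes of epithelial junctions and keratins, 2 were lower and 0 higher when adjusted over the list alone (median -0.13, adjusted p = 0.175). Of 44 genes of the actin cytoskeleton and focal adhesion, 2 were higher and 3 lower when adjusted over the list alone (median -0.05, adjusted p = 0.624). Among these, TPM4 had 44.0 ± 9.12 against 19.6 ± 3.97 CPM and ACTN1 11.3 ± 1.47 against 44.0 ± 17.6 CPM. Of 26 regulators of apoptosis, 1 was higher and 3 lower when adjusted over the list alone (median -0.085, adjusted p = 0.614). They included the pro-apoptotic gene PMAIP1, with 1.81 ± 0.402 against 13.1 ± 7.01 CPM, and PAWR, with 21.1 ± 2.23 against 62.7 ± 19.7 CPM. Over all genes 0 members of these lists passed with edgeR on all libraries, whereas DESeq2 called 7 higher and 3 lower of the developmental genes, 3 higher of the FGF, LIF, IGF and EGF pathways, 2 lower of the junctions and keratins, 2 higher and 3 lower of the actin cytoskeleton, 3 lower of apoptosis and 0 of the cell cycle. Limma voom called 2 higher of the developmental genes and 0 of the other lists, and edgeR on only the groups compared 2 higher and 1 lower of the developmental genes, 1 lower of the junctions and keratins, 2 lower of the actin cytoskeleton and 2 lower of apoptosis.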

The upregulated genes in 4-cell FLI embryos actively participated in essential biological processes centered primarily on cell proliferation, cell differentiation, and transcription regulation. 

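Genes of embryonic genome activation were higher in 4-cell FLI than in 8-cell DMEM embryos. The 30 genes had a median log2 fold change of 0.32, with 22 above 0 (adjusted p = 0.00397 from camera, adjusted p = 0.569 with an estimated correlation), and 2 were higher when adjusted over the list alone. This list and that of RNA polymerase I and the nucleolus were the 2 that camera called higher, and without 8-cell DMEM replicate 1 it called 0 lists higher. KLF4 had 542 ± 62.1 CPM (SD, n = 3) in 8-cell DMEM embryos, and in 4-cell FLI against these a log2 fold change of 0.99 (SE 0.194, adjusted p = 0.0805) from edgeR. TFAP2C, a transcription factor of early embryos and trophectoderm on chromosome 17 from 57164404 to 57174107, had 377 ± 23.0 against 246 ± 38.6 CPM, a log2 fold change of 0.61 (SE 0.214, adjusted p = 0.194). The 4-cell DMEM embryos lay above the 8-cell DMEM embryos in the same list by a median of 0.33 (adjusted p = 0.00054), with 916 ± 21.7 CPM of KLF4. Of 20 genes of pluripotency and first lineages, 13 were above 0 with a median of 0.195 (adjusted p = 0.277 from camera). The lists of genome activation and of pluripotency each moved 1 way by limma's fry, which does not compare them with other genes (adjusted p = 0.0205 for each). Both lists hold KLF4, SOX2, KLF17 and TFAP2C, so their results and the genes called in them are not independent. SOX2 had 70.0 ± 13.1 against 39.9 ± 10.5 CPM and KLF17 243 ± 49.2 against 139 ± 9.24 CPM. For the synthesis of ribosomal RNA, the genes of RNA polymerase I and the nucleolus had a median of 0.20, with 32 of the 40 above 0 (adjusted p = 0.0195 from camera, adjusted p = 0.638 with an estimated correlation). Without the mitochondrial genes in the normalization this list did not pass (adjusted p = 0.104). In 4-cell DMEM against 8-cell DMEM embryos the median of this list was larger, 0.327 (adjusted p = 2.06e-06, adjusted p = 0.349 with an estimated correlation). UBTF had 196 ± 36.5 CPM in 8-cell DMEM and 176 ± 37.9 CPM in 8-cell FLI embryos, and its log2 fold change between 4-cell FLI and 8-cell DMEM embryos was 0.29 (SE 0.202, adjusted p = 0.506). POLR1A, the largest subunit of RNA polymerase I, had 329 ± 24.6 against 233 ± 49.6 CPM. TCOF1, a nucleolar partner of the upstream binding factor, had 284 ± 44.1 against 191 ± 8.81 CPM. Transcript levels measure neither the labelling of the upstream binding factor nor RNA polymerase I activity, and the deposited genes include no Rfam RNA. Of 263 genes of C2H2 zinc fingers, 1 was higher when adjusted over the list alone (median 0.11, and -0.015 with upper quartile scaling, adjusted p = 0.614 from camera). It is ZNF629 (ENSSSCG00000007780), on chromosome 3 from 17610293 to 17618999, with 235 ± 47.4 against 45.4 ± 8.18 CPM and a log2 fold change of 2.37 (SE 0.412, adjusted p = 0.0770). ZNF473 had 226 ± 24.7 against 109 ± 4.26 CPM, and ZNF711 10.4 ± 3.30 against 29.8 ± 16.6 CPM. The 43 genes of RNA polymerase II and the general transcription factors had a median of 0.04 (adjusted p = 0.411), and of -0.08 with upper quartile scaling. The 69 histone demethylases, methyltransferases and other histone enzymes had a median of 0.13 (adjusted p = 0.439). With edgeR on all libraries, 0 single genes of these lists passed over all genes. DESeq2 called 1 gene of genome activation and 1 of pluripotency higher, 10 zinc finger genes higher and 5 lower, and 2 of RNA polymerase II and the general transcription factors higher. Of the same lists, limma voom called 1 of genome activation, 1 of pluripotency and 1 zinc finger gene higher, and edgeR on only the groups compared 1, 1 and 3.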

A remarkable discovery is the negative regulation of DNA-template transcription, which supports our hypothesis of initiation of EGA during the 4-cell embryonic stage of parthenogenetically activated oocytes (Table 4, Fig. 6).

**Table 4:** List of biological pathways upregulated in 4-cell FLI in comparison to 8-cell DMEM embryos.

BP ID	BP term	Count	p-value
GO:0006357	Regulation of transcription from RNA polymerase II promoter	23	9.43E−06
GO:0000122	Negative regulation of transcription from RNA polymerase II promoter	10	8.37E−03
GO:0030154	Cell differentiation	9	2.89E−03
GO:0045892	Negative regulation of of transcription, DNA-templated	8	1.48E−03
GO:0008284	Positive regulation of cell proliferation	8	3.43E−03
GO:0043066	Negative regulation of apoptotic processes	7	8.62E−03
GO:00008285	Negative regulation of cell proliferation	5	7.34E−02
GO:0045596	Negative regulation cell differentiation	4	3.99E−04
GO:1900746	Positive regulation of p38mapk cascade	4	3.99E−04
GO:0045666	Positive regulation of neuron differentiation	4	4.91E−03

**Figure 6:**
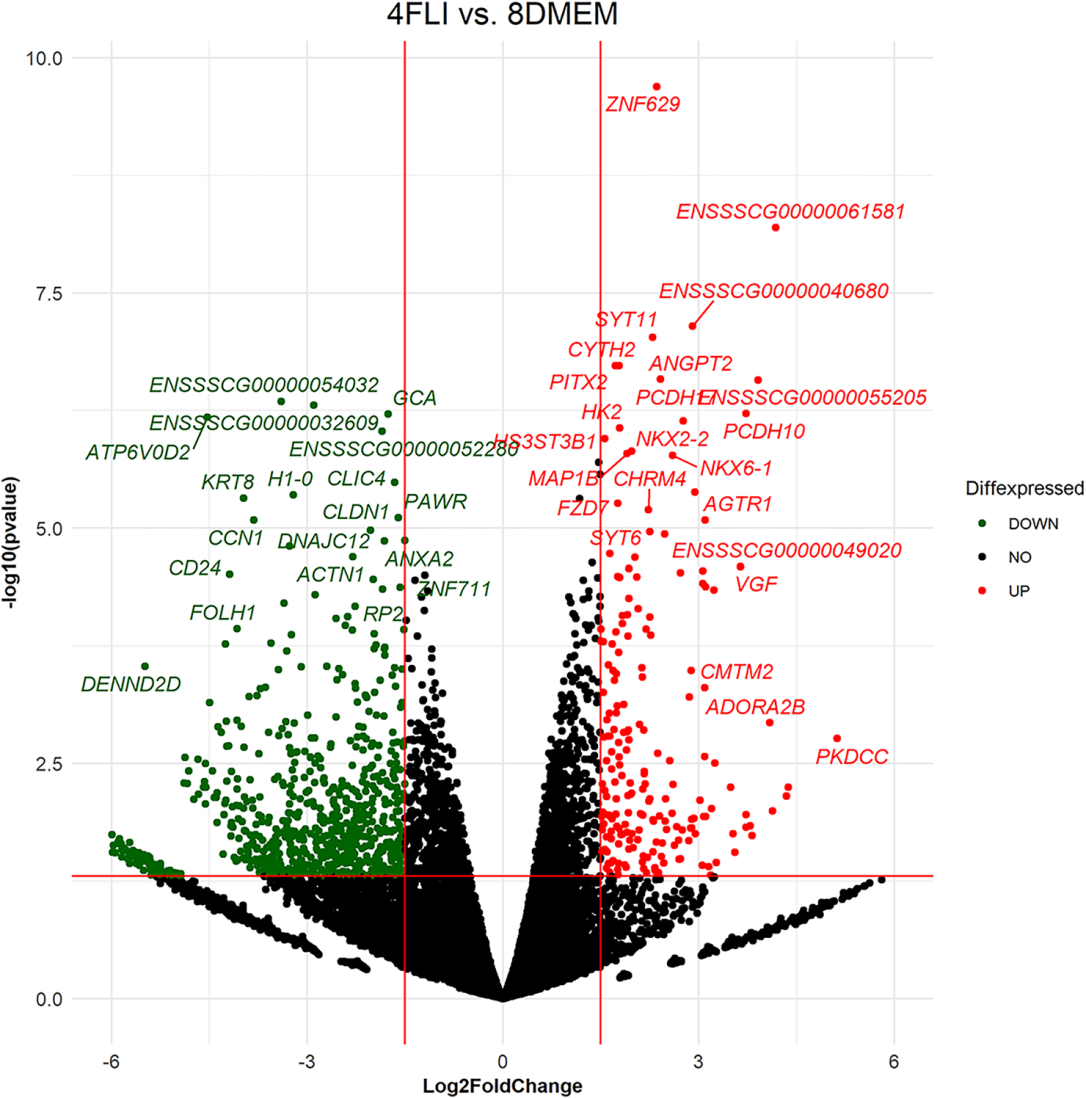
Volcano plot of detected genes between 4-FLI vs 8-DMEM embryos. Colourful points indicate the significantly different genes (Log2FoldChange| > 1.5 and p < 0.05).

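The 20 genes with a symbol drawn as higher in 4-cell FLI embryos in Fig. 6, HK2 and ZNF629 among them, had positive log2 fold changes in the deposited counts as well. Their median log2 fold change from edgeR was 2.34 (1.56 to 5.13), and 20 of the 20 passed the thresholds of the study. The 16 genes drawn as lower, KRT8, CLDN1 and ACTN1 among them, had a median of -2.12 (-5.48 to -1.54), and 16 of the 16 passed. The lowest adjusted p over all genes was 0.077 among the former and 0.0804 among the latter. SYT11, a vesicle protein on chromosome 4 from 94139347 to 94163049, had 88.7 ± 11.8 CPM (SD, n = 3) in 4-cell FLI and 18.2 ± 6.63 CPM in 8-cell DMEM embryos, a log2 fold change of 2.31 (SE 0.489, adjusted p = 0.0876). ANXA2, a membrane-binding annexin on chromosome 1 from 111588306 to 111635059, had 13.7 ± 1.83 against 47.0 ± 24.2 CPM and a log2 fold change of -1.79 (SE 0.449, adjusted p = 0.106). In 4-cell DMEM against 8-cell DMEM embryos, all 20 and all 16 genes had the same sign, with medians of 1.87 and -1.64, and 12 and 8 passed the thresholds. Between 4-cell FLI and 4-cell DMEM embryos, 18 of the 20 and 16 of the 16 had the same sign, with medians of 0.59 and -0.87, and 0 passed the thresholds. The genes were picked by the study from these libraries, so the counts are not independent evidence. From labelling of the upstream binding factor and from RNA polymerase I activity, the paper proposes that the embryonic genome is activated in 4-cell FLI embryos. Among the functions of the genes higher in these embryos, it takes negative regulation of DNA-templated transcription to speak for this hypothesis.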

Sequencing validation was performed by RT-qPCR. During the validation process, we focused on investigating the gene expression of specific genes in experimental groups, 4-FLI and 8-DMEM. After analyzing the data, we established a coherent relationship between the RT-qPCR and NGS results, which are consistent with the results obtained (Fig. 7).

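Of the 4 genes measured by RT-qPCR, AGTR1 and ANGPT2 had higher levels in the sequencing of 4-cell FLI than of 8-cell DMEM embryos, and ADAMTS9 and ATP6V0D2 lower ones. AGTR1 (ENSSSCG00000011695), the angiotensin receptor on chromosome 13 from 88934868 to 88983105, had 14.1 ± 1.69 CPM (SD, n = 3) in 4-cell FLI and 2.04 ± 1.32 CPM in 8-cell DMEM embryos, a log2 fold change of 2.92 (SE 0.649, adjusted p = 0.0876) from edgeR. ANGPT2 (ENSSSCG00000015753), a ligand of blood vessel growth on chromosome 15 from 37544707 to 37599041, had 41.8 ± 4.19 against 7.66 ± 4.19 CPM, a log2 fold change of 2.44 (SE 0.459, adjusted p = 0.0804). ADAMTS9 (ENSSSCG00000011496), a protease of the extracellular matrix on chromosome 13 from 46034833 to 46207006, had 1.06 ± 1.05 against 10.5 ± 6.19 CPM, a log2 fold change of -3.34 (SE 0.992, adjusted p = 0.142). ATP6V0D2 (ENSSSCG00000006138), a subunit of the vacuolar proton pump on chromosome 4 from 50694189 to 50749378, had 2.94 ± 2.91 against 67.4 ± 54.2 CPM, a log2 fold change of -4.46 (SE 1.26, adjusted p = 0.138). In each of the 4 genes all 3 libraries of 1 group lay above all 3 of the other. By chance 10% of genes do so, but the study chose these genes from its sequencing results. That share therefore does not apply to them, and their separation is not independent evidence. 4-cell DMEM embryos had 5.95 ± 4.76 CPM of AGTR1, 28.3 ± 17.2 CPM of ANGPT2, 2.09 ± 1.19 CPM of ADAMTS9 and 7.06 ± 7.70 CPM of ATP6V0D2. The log2 fold changes of both reference genes were smaller than their standard errors. H2AZ1, a histone variant on chromosome 8 from 120563752 to 120566177, had 269 ± 26.2 CPM in 4-cell FLI and 269 ± 30.4 CPM in 8-cell DMEM embryos, with an SE of 0.225 on the log2 scale. YWHAG, a 14-3-3 protein on chromosome 3 from 9994836 to 10023289, had 430.5 ± 67.0 and 433 ± 65.4 CPM, with an SE of 0.169, and was matched by position. The signs of the small log2 fold changes of H2AZ1 and YWHAG depend on the settings. Levels of ADAMTS9 and ATP6V0D2 in 8-cell DMEM embryos rest on replicates 2 and 3, since replicate 1 was far lower.

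**Figure D3:**
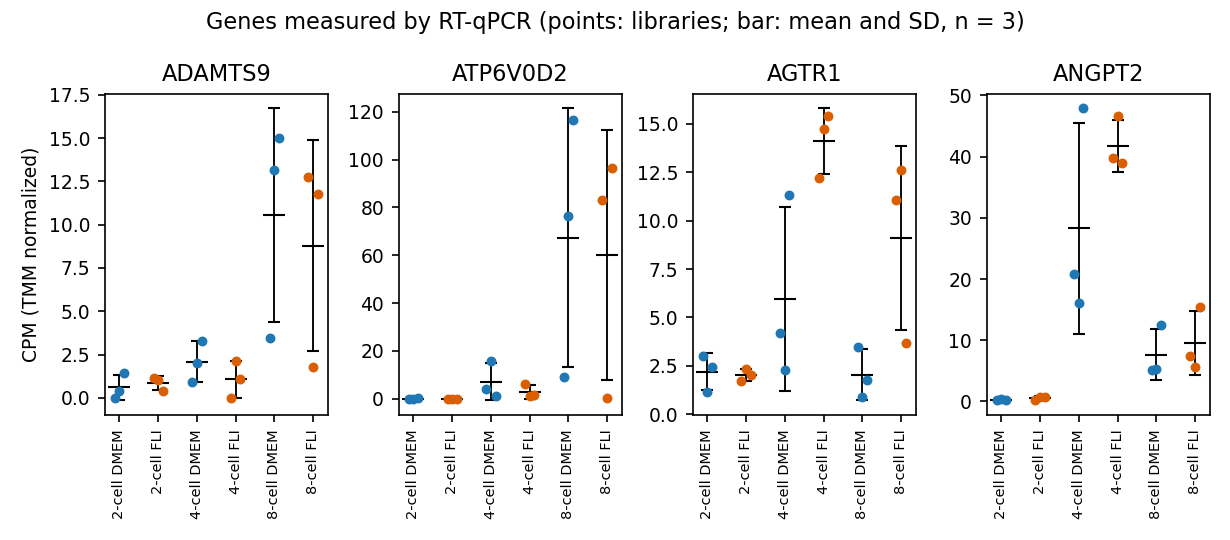
CPM of ADAMTS9, ATP6V0D2, AGTR1 and ANGPT2 in the 6 groups. Points are libraries, bars are means and error bars are the SD (n = 3). In 4-cell FLI embryos AGTR1 and ANGPT2 lie above, and ADAMTS9 and ATP6V0D2 below, all 8-cell DMEM libraries.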

**Figure 7:**
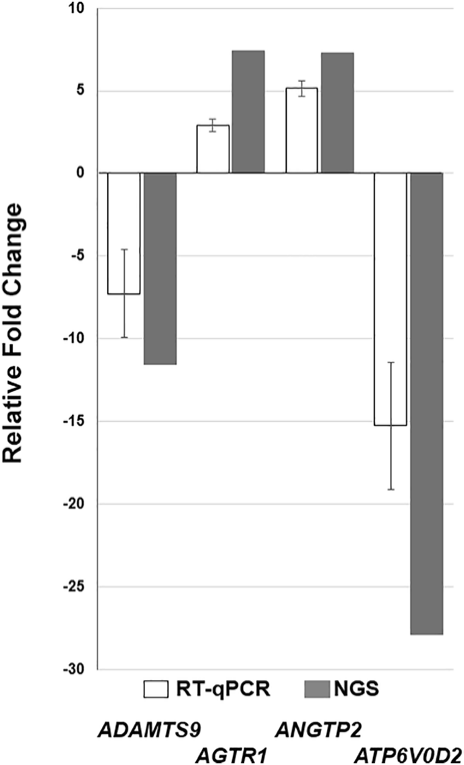
Gene expression of specific genes in experimental groups 4-FLI and 8-DMEM.

## Discussion

In general, the success rate of embryo production in vitro is lower than that of the in vivo environment. However, our laboratory has been working on improving this using porcine oocytes as a model system for research and testing methods that could be potentially applied in human ART. In a particular part of our study, we analysed the impact of IVM on selected oocyte and embryo parameters while comparing two cultivation media used for IVM—previously used DMEM medium and new FLI cultivation. Maturation rates of porcine oocytes in DMEM correlate with multiple outcomes achieved from different labs as Yuan, Krisher and Procházka et al. where the maturation success rate of up to 89.70% was attained in TCM-199. Maturation in FLI media results in a significantly higher level of MII oocytes^18,19^.

Parthenogenetic activation took place after the successful maturation. Oocytes were parthenogenetically activated by a combination of ionomycin and 6-DMAP. Our results are comparable to that of Prochazka et al*.* whose division results (81.4%) are close to our DMEM experimental group. Che et al.^20^ reported a similar outcome (71% cleavage vs. 32% blastocysts). In comparison to the FLI group, we achieved significantly higher rates in all parameters. We also determined different timings during early embryogenesis in experimental groups. Embryo division was faster in the FLI group and was similar to in vivo timing^21^. A similar positive effect of FLI medium in the oocyte maturation was also observed by Procházka et al., Serano Albal et al*.*, Currin et al*.*^6,19,22^. The quality of blastocyst-stage embryos was also enhanced and the efficiency of cattle and sheep in vitro production (IVP) as well as embryo quality were improved through FLI supplementation^23,24^.

Meiotic maturation in mammalian oocytes is a complex process that involves transcription silencing, germinal vesicle breakdown (GVBD) followed by extensive rearrangement of microtubules and actin filaments as well as other cytoskeleton-associated proteins providing the framework for various dynamic processes^25^. Also, it is expected that the important information necessary for full meiotic and developmental competence of oocytes be retained at the level of RNAs (maternal transcripts) and proteins. Based on this information we decided to apply the proteomic approach to identify groups of proteins that are differentially expressed in porcine oocytes maturated in qualitatively different maturation media (DMEM vs. FLI). The most significant differences in the number of identified proteins between experimental groups of oocytes were observed in the group of proteins (GE) involved in gene expression processes (24 in the DMEM and 8 in the FLI group). The loss and degradation of some GE proteins in the late phase of oocyte maturation can be connected with active silencing of transcription, however part of these proteins remains as a maternal deposit for further fertilisation, post-fertilisation, and early embryonic processes, especially embryonic genome activation. This group of proteins predominantly consists of proteins related to translational processes, mRNA processing, and oocyte-specific RNA binding proteins^26^.

The second group of proteins with slightly different numbers in DMEM and FLI oocytes consisted of cytoskeletal proteins (part of microtubules and microfilaments). It is already known that after GVBD, microtubules are condensed around the chromosomes and begin to migrate to the cortex, while microfilaments are densely accumulated in the subcortical region of oocytes, especially around the meiotic spindle of the oocyte^27,28^. In MII-stage mature mouse oocytes, microtubules and microfilaments mainly accumulate in the cortical cytoplasmic region. Microfilament and microtubular networks play a crucial role in the control of the asymmetric division of the oocyte during meiosis and thus ensure the accurate segregation of the maternal genome and asymmetric partitioning of cytoplasm with maternal stores necessary for embryonic development^29,30^. Therefore, the deposit of cytoskeletal proteins during the last phases of oocyte maturation should be more stable compared to the group of proteins involved in gene expression.

After observing the differences in first-division timing, we tried to detect the activation of an embryonic genome via immunocytochemistry. We focused on the marking of upstream binding factor transcription factor (UBF), which is essential for rRNA gene transcription. In the case of in vivo, the embryonic genome in pigs is activated during the third cell cycle (e.g. 4-blastomere stage), whereas in in vitro it happens at the 8-blastomere stage^31^. We observed positive marking in the 8-cell DMEM embryos, whereas in the second experimental group (FLI) the UBF marking was observable in 4-cell embryos. This conclusion displays the activity of the embryonic genome of 4-blastomere embryos obtained by parthenogenetic activation of oocytes maturated in FLI medium.

Based on the previous results supporting our hypothesis that the composition of FLI medium significantly contributes to more rapid activation of the embryonic genome and eliminates differences between in vitro and in vivo conditions, we realised further analysis at transcriptome level. We decided to use the new generation RNA sequencing (RNA-Seq) to determine the transcriptomic profiles of individual experimental groups, which helped us to detect the most important signalling pathways that were activated in the selected groups. Understanding signalling pathways involved in early embryogenesis can provide us with information about the basic mechanisms of cell functioning and interactions necessary for morphogenesis and organogenesis. In general, some expression patterns were similar to previous studies^32,33^. By subsequent comparison of individual stages, we reached multiple conclusions. Comparing the 4-cell FLI to the 4-cell DMEM, we observed different expression of 6 genes. Upregulated genes especially the *KDM4E* gene belong to the family of lysine-specific demethylases, which take part in the catalytic function and handle chromatin remodelling. *FAM161B* belongs to the FAM family of genes responsible for the development of retinal progenitors during embryogenesis. *ZP4* is the fourth component of the *zona pellucida.* The difference in ZP4 transcript abundance suggests that the structural properties provided by this protein are required to ensure proper protection of embryos during development^34^. The *FABP5* protein belongs to a family of fatty acid-binding proteins and may play a role in the absorption, transport, and metabolism of fatty acids. *RPS27* is a structural component of ribosomes and takes part in the biogenesis of the small ribosomal subunit. Its overexpression leads to spontaneous apoptosis and can inhibit cell growth^35^. *UBE2W* mediates N-terminal ubiquitination, which is very important in protein quality control, cell cycle control, proliferation, development, signal transduction, and DNA repair^36^. 

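Mitochondrially encoded transcripts took a larger mean share of the TPM at each later stage in both media. They made up 9.33% ± 2.14 (SD, n = 3) of all TPM in 2-cell DMEM and 9.20% ± 1.30 in 2-cell FLI embryos. At the 4-cell stage the share was 20.3% ± 3.67 in DMEM and 19.4% ± 1.13 in FLI embryos, and at the 8-cell stage 28.6% ± 6.78 and 25.5% ± 8.94. 8-cell FLI replicate 2 went against this order, with 4.74% of its counts in these genes against 5.30% to 7.96% in the 4-cell libraries. Between the media the shares were not tested. The 4-cell FLI embryos had lower levels of these genes than the 8-cell DMEM embryos, with a median log2 fold change of -0.59 and 1 of the 13 above 0 (adjusted p = 2.41e-06 from camera, adjusted p = 0.569 with an estimated correlation). When adjusted over the list alone 4 of the 13 were lower, and over all genes 0 with edgeR and 3 with DESeq2, against 7 at an unadjusted p under 0.05 from edgeR. ND5, a subunit of complex I on the mitochondrial genome from 12935 to 14755, had 8735 ± 575 CPM in 4-cell FLI and 20380.4 ± 6366 CPM in 8-cell DMEM embryos, a log2 fold change of -1.22 (SE 0.326, adjusted p = 0.128). CYTB, the cytochrome of complex III on the mitochondrial genome from 15342 to 16481, had 6099 ± 623 against 13448 ± 4158 CPM. The nuclear encoded genes of the respiratory chain were lower too in 4-cell FLI embryos, with a median of -0.395 and 6 of the 66 above 0 (adjusted p = 1.08e-06, adjusted p = 0.746 with an estimated correlation), and 1 passed when adjusted over the list alone. It is ATP5MG, a subunit of the ATP synthase on chromosome 9 from 45706534 to 45717036, with 18.1 ± 4.94 against 64.5 ± 13.2 CPM and a log2 fold change of -1.83 (SE 0.392, adjusted p = 0.0876). 4-cell DMEM embryos were lower than 8-cell DMEM embryos in the same lists, with medians of -0.49 for the mitochondrially encoded genes (adjusted p = 0.000107) and -0.33 for the nuclear encoded ones (adjusted p = 1.63e-05). Transcript levels do not measure respiration, and the shares do not measure the amount of RNA per embryo.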

The top 20 common genes between 4-cell FLI and DMEM are involved in mitochondrial OXPHOS and cell proliferation, which can be concluded that FLI embryos have higher energy requirements due to their similarities with the 8-cell stage^37–39^.

To verify the progress of 4-cell FLI embryos, we decided to compare this group with 8-cell DMEM embryos. In the individual experimental groups, we recorded at 4-cell stage genes involved in cell proliferation, differentiation, and negative DNA-template transcription. This fact suggests that maternal factors are replaced by their embryonic production at this stage, which reflects the number of transcripts related to mitochondrial activity, metabolism cell proliferation, and differentiation. 

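Oocyte and maternal effect genes were lower in 4-cell than in 2-cell FLI embryos. Of 37 such genes 25 fell and 4 rose (26 and 4 when adjusted over the list alone), with a median log2 fold change of -2.13 (adjusted p = 1.79e-05 from camera, adjusted p = 0.548 with an estimated correlation). In DMEM embryos 24 fell and 4 rose (27 and 4 when adjusted over the list alone), with a median of -2.09 (adjusted p = 3.23e-05). ZAR1 (ENSSSCG00000008824), an oocyte RNA-binding protein needed for the passage from oocyte to embryo on chromosome 8 from 38386643 to 38391611, fell in FLI embryos from 50.5 ± 8.14 to 2.37 ± 1.50 CPM (SD, n = 3), a log2 fold change of -4.44 (SE 0.548, adjusted p = 1.61e-06) from edgeR, and had one of -4.03 in DMEM embryos. ZFP57, which guards imprinted methylation, rose from 0.589 ± 0.749 to 73.4 ± 15.1 CPM, and its partner TRIM28 from 52.3 ± 1.44 to 256 ± 50.0 CPM. Transcripts of the respiratory chain rose over the same step. All but 1 of the 13 mitochondrially encoded genes rose over all genes tested in FLI embryos, and 13 when adjusted over the list alone (median 1.57, adjusted p = 0.00295, adjusted p = 0.698 with an estimated correlation). COX3 rose from 1587 ± 173 to 5530.1 ± 487 CPM, a log2 fold change of 1.80 (SE 0.257, adjusted p = 9.01e-06). Of the nuclear encoded genes 46 rose and 2 fell (47 and 2 when adjusted over the list alone), with a median of 1.75 (adjusted p = 7.04e-05, adjusted p = 0.815 with an estimated correlation). COX7A2, a subunit of cytochrome c oxidase on chromosome 1 from 90696698 to 90703409, had a log2 fold change of 5.45 (SE 0.358, adjusted p = 4.24e-10), and COX4I1, another, rose from 12.4 ± 1.57 to 362 ± 52.6 CPM. Proteasome subunits rose as a list, with 20 higher and 4 lower of 32 (median 1.03, adjusted p = 0.00408, adjusted p = 0.548 with an estimated correlation), and PSMD7 went from 26.4 ± 0.895 to 269 ± 17.2 CPM. Of the cell cycle genes 12 rose and 17 fell, and the list did not move one way (median -0.20, mean 0.02, adjusted p = 0.425). CDC6, which loads the replicative helicase, fell from 183 ± 9.00 to 34.2 ± 4.97 CPM and TYMS, an enzyme of thymidylate synthesis, from 315 ± 17.4 to 48.0 ± 3.66 CPM. TOP2A, a topoisomerase of dividing cells, rose from 222 ± 16.3 to 622 ± 23.8 CPM. Of 35 genes of heat shock and stress 16 rose and 11 fell, with HSPA8 at 158 ± 19.8 and 1839.9 ± 202 CPM and SOD1 at 110.2 ± 0.897 and 10.3 ± 1.42 CPM. These are shares of the RNA sequenced, so a change in the amount of RNA per embryo is not seen in them.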

We assume that these important differences are related to the influence of the media composition during IVM of oocytes. Changes in the oocyte quality support early embryogenesis, which is significantly successful and more progressive, which correlates with our results.

## Conclusion

Based on our results, it is possible to evaluate the importance of the maturation medium in IVP embryos. In this work, we demonstrated an undeniably positive influence of the FLI medium by achieving significantly different results in all analysed experiments. We observed the positive influence of FLI maturation medium in significantly different results within IVM oocytes, division, and proportion of blastocysts. By analysing the resulting embryos, we confirmed the influence of the maturation medium on the level of UBF and RNA pol I, II activity, a proteomic profile supporting the progressive nature of embryos formed from oocytes matured in the FLI medium. In addition, by determining the transcriptome profiles, we confirmed the progressivity of the embryos by confirming the EGA in the 4-cell embryo by detecting the embryonic production manifested by the number of transcripts, protein metabolism and their transport. These results show that the use of a chemically defined FLI maturation medium brought the efficiency of in vitro embryo production closer to that achieved in an in vivo environment.

## Methods

Except otherwise specified, all chemicals, culture media, and supplements were obtained from Sigma Chemical Co. (Munich, Germany). At least three repetitions were analysed in each experiment, except otherwise stated. Nunc provided all the plastic materials (Roskilde, Denmark). Before use, the media were freshly produced, pre-warmed at 38.5 °C, and filtered with a 0.22 m Whatman membrane filter. Our research was based on the differences between two maturation media. The comparison between them was examined by evaluation of the ability to reach the metaphase of the second meiotic division (MII phase), cleavage rate, blastocyst rate, proteomic profiling of oocytes, immunodetection of embryonic genome activation (EGA), cytoplasmic structures detection by transmission electron microscopy (TEM) and RNA-Seq analysis.

### Cumulus-oocytes collection

The ovaries were obtained from a local slaughterhouse, specifically from premature gilts. The ovaries were removed, and brought to the lab in a thermo-flask at 38 °C. Only medium-sized antral follicles with a diameter of 3–6 mm were aspirated by a syringe attached to a 20 G needle. Follicular fluid was collected in a test tube and left to settle for 10 min. The cumulus-oocyte complexes (COCs) that were surrounded by a dense multi-layered cumulus were collected and rinsed twice with PXM-Hepes (HEPES buffered porcine X medium)^19,40,41^.

### In vitro maturation

After collection, the COCs were washed thrice in maturation media and cultivated in 500 µl of media. The first medium was standard Dulbecco’s modified Eagle’s medium (DMEM, Biowest, L0101-500) supplemented with 10 IU/ml PMSG (Prospec, Israel) and hCG (Prospec, Israel), 50 ng/ml EGF, 100 ng/ml IGF1 and 5 ng/ml FGF. The second medium was upgraded FLI medium composed of TCM 199, 22 ng/ml Na-pyruvate, 6,85 mM l-glutamine, 0.57 m ML-cysteine, 50 µg/ml Gentamycin, 1 mg/ml BSA, 10 IU/ml EGF, 40 ng/ml FGF2, 20 ng/ml IGF1, 20 ng/ml LIF, 10 IU/ml PMSG and hCG (Prospec, Israel) for 44 h at 38.5 °C with 5% CO_2_^17,42^.

### Evaluation of MII stage

After 44 h of IVM, gentle pipetting was used to remove cumulus cells (CCs) from oocytes to determine the phase of their nuclear maturation. The denuded oocytes were put on slides and preserved in an ethanol-acetic acid solution (3:1) for 48 h. After that, the oocytes were dyed with 1% lacmoid and examined under a light microscope^43^.

### Sample preparation for proteomic profiling

We used samples of 20 mature oocytes from DMEM and FLI media for nano HPLC-Chip-MS/MS analysis. Oocytes in each group were lysed by shaking for 1 h at 37 °C in 200 μl of SDT lysis buffer containing 4% SDS (w/v), 0.1 M Tris/HCl pH 7.6, 0.1 M DTT and protease inhibitors (1 × Roche complete). Immediately after lysis, samples were cooled down to 4 °C and centrifuged at 16,000×*g* for 5 min The obtained supernatant was transferred to filter plates with a cut-off molecular weight of 3 kDa (Amicon Ultra-0.5 ml 3 K, Millipore) and centrifuged at 14,000×*g* for 40 min. A modified filter-assisted sample preparation protocol (FASP) was used to extract tryptic peptides from a given complex protein mixture^44^. Detergent was removed by buffer exchange in two consecutive washes of the filter plates with 200 μl of 8 M urea in 0.1 M Tris/HCl pH 8.5 (UA), each followed by centrifugation at 14,000×*g* for 40 min Flow-through was removed from the collection tubes. Proteins were subsequently alkylated in 100 µl of 0.05 M iodoacetamide in UA by mixing at 600 rpm in a thermo-mixer for 1 min and incubating without mixing for 20 min After centrifugation at 14,000×*g* for 30 min, two additional washes using 100 µl of 0.05 M NH_4_HCO_3_, with 10 min at 14,000×*g* after each wash, were included to remove excess urea and prepare the proteins for digestion. Protein digestion was performed by adding 2 µg of trypsin (Trypsin Gold, Promega) in 0.05 M NH_4_HCO_3_ and incubating at 37 °C overnight. Peptides were recovered by spinning the filter plates upside down at 14,000×*g* for 40 min The mixture was dried under vacuum and the pellet was resuspended in 50 µl of mobile phase (97% water, 3% acetonitrile)^11^.

### Protein identification by tandem mass spectrometry (nano HPLC-chip-MS/MS)

A 40 nL enrichment column was used to load tryptic peptides (loaded with Zorbax SB C18, 5 μm) to an Agilent 1260 ChipCube MS interface using an Agilent 1260 capillary pump (Agilent Technologies, Palo Alto, USA). After loading and desalting the sample in the chip enrichment column, the peptides were eluted by direct flushing and transferred to the analytical column at a flow rate of 600 nL/min by an Agilent 1260 Nano pump with increasing percentages of the organic phase. The mobile phase used for chromatography included an aqueous solution of formic acid (0.1%, v/v) or acetonitrile. The separation process used a gradient elution method according to the following sequence: 0 min with 3% B; 2 min with 3% B; 25 min with 50% B; 30 min with 50% B; 35 min with 95% B; 40 min, 95% B; 45 min, 3% B, followed by a ten-minute column re-equilibration period in the end. The analytical column was connected to an Agilent 6500 Series Q-TOF mass spectrometer. A voltage of 1750 V was applied to the electrodes of the nanospray ionization chamber. Highly pure nitrogen (99.99%) was used as the collision gas, and the collision energy was fixed as a function of the mass and charge of the precursor ion. MS/MS spectra were obtained by automatically switching between MS and MS/MS mode (auto MS/MS mode). The obtained MS/MS data were analyzed using the SpectrumMill search engine (Agilent Technologies, Palo Alto, USA). The hand-built UniProt porcine proteome database was used for the search. (UP000008227). SpectrumMill software used specific automatic validation criteria to validate the identified proteins and peptides. These included a minimum protein score of 10 and minimum scores for spectra produced by fragmentation of precursor ions with 2 +, 3 +, and 4 + charge states. For the spectral score, the required values were at least 8, 7, and 9. In addition, a maximum intensity value of at least 60% was required^11^.

### Parthenogenetic activation

As a consequence of problems with polyspermy, porcine parthenogenetic embryos are presently used instead of in vitro fertilisation (IVF) for embryological research. For that, CCs were mechanically removed using a 100 µl pipette and oocytes were washed twice in PXM-Hepes. Oocytes were stimulated by being exposed to 10 µM ionomycin in PXM-Hepes for 5 min After being washed twice in porcine zygote medium 3 (PZM-3) supplemented with 2 mM 6-dimethylaminopurine (6-DMAP), they were cultivated for 5 h at 38.5 °C with 5% CO_2_ in the atmosphere. A total of 50 potential parthenotes were cultivated for 144 h in 4-well dishes after being washed twice in 500 µl PZM-3^41^.

### Immunocytochemistry

Experimental groups were composed of 2-,4- and 8-blastomere embryos obtained by chemical parthenogenetic activation of oocytes maturated in DMEM and FLI maturation medium. We have determined the presence of upstream binding factor (UBF, Abnova H00007343-MO1, TW) using immunocytochemistry. We used Tyrode's solution in PBS containing 2% BSA (Merck, 1120180100, Germany) to permeabilize the zona pellucida, which improves the accessibility and staining efficiency of antibodies, allowing for more accurate visualization of specific proteins. Subsequently, the embryos were fixed for 40 min at room temperature using a 4% paraformaldehyde solution. After fixation, we performed three washes with PBS containing 2% BSA. To permeabilize the samples for 90 min, we utilized a solution of 0.5% Triton X-100 in PBS containing 2% BSA (AppliChem Panreac, A09649050). Following blocking, we exposed the samples overnight at 4 °C to a specific primary antibody (Abnova, UBFT H00007343-M01), which was diluted in PBS containing 2% BSA at a ratio of 1:50. After exposure, we washed the samples for thirty minutes with PBS containing 2% BSA at room temperature and then incubated them in darkness for two hours at room temperature with a blocking solution that included Alexa Fluor594 anti-rabbit secondary antibody (1:350). After performing three additional washes, we transferred the samples onto glass slides and covered them with glass coverslips using Vectashield mounting medium with DAPI (Vectashield hardest antifade mounting medium with DAPI; H-1500) solution. Finally, the samples were evaluated using a CarlZeiss LSM710 confocal microscope.

### Analysis of global RNA synthesis and RNA polymerase I activity

The embryos were processed by Click-iT RNA Imaging Kit (Invitrogen, UK) and optimized protocol. Briefly, for analysis of global RNA synthesis embryos were cultivated in a PZM-3 medium supplemented with 1 mM 5-ethynyl uridine (EU) for 2.5 h before the fixation. The embryos were fixed in 4% Paraformaldehyde at the end of the 2-, 4-, and 8-cell stages. 2-cell stage embryos were fixed 30 h after the parthenogenetic activation (PA), 4-cell stage embryos were fixed 66.5 h after the PA and 8-cell stage embryos were fixed 77 h after the PA. Standard EGA timing and porcine embryo division were taken into account for selecting the timing of the fixation^45,46^. The timing of porcine embryo development was analysed by CytoSMART Lux2 (CytoSMART Technologies, NL). For analysis of RNA polymerase I activity, the timing of the EU staining protocol and fixation remained unchanged, but PZM-3 medium was supplemented with 25 μg/ml α-amanitin 6 h before the fixation. Samples were mounted in ProLong Gold Antifade Mountant with DAPI (ThermoFisher Scientific, Slovakia). The evaluation was processed under the confocal laser scanning microscope Zeiss LSM 710 (Zeiss, Germany), and the images were captured by ZEN Black software (Zeiss, Germany) and processed by ImageJ software and Zoner Photo Studio 18.

### Samples preparation, RNA isolation, and library preparation for sequencing

For analyses associated with mRNA extraction, which is essential for ascertaining gene expression, it was necessary to collect embryos at 2-cell, 4-cell, and 8-cell stages. Pooled embryos in three replicates from each stage (20 pcs) were rinsed twice in PBS + 2% BSA, and in pure PBS, lysed in 100 µl of lysis solution, and stored at -80 °C.

Total RNA was extracted by using an RNAqueous Micro kit (Thermo Fisher, AM1931) according to the manufacturer’s instructions. RNA quality control was done using Bioanalyzer 2100 with the Bioanalyzer RNA 6000 pico assay kit. The amount of RNA was measured by a Qubit 2.0 Fluorometer with Qubit™ RNA High Sensitivity kit. SMARTer Stranded Total RNA-Seq Kit v2-Pico Input Mammalian Kit (Takara, France) was used for RNA library construction. Libraries quality and quantity were assessed using Bioanalyzer 2100 with a High Sensitivity DNA assays kit and a Qubit dsDNA High Sensitivity kit. Libraries were sequenced on NovaSeq 6000 according to the manufacturer’s protocol using NovaSeq 6000 SP Reagent kit (200 cycles) using a mode for reading at the end of pairs with a length of reading 2 × 100 base pairs (bp). Collected biological data were demultiplexed and FASTQ files were generated for each sample using the FastQC tool. Individual sequences were mapped and annotated to the reference swine genome (*Sus scrofa*) using bowtie2. Consequently, we have calculated expression values for each gene using the Illumina Dragen software. Differential analysis of expression was done using the statistic software package DESeq2. Heatmap and volcano plot were generated using the R package. The bioinformatics web tool Database for Visual and Integrated Discovery (DAVID) was used for detecting biological processes in which differentially expressed genes were involved.

### RT-qPCR expression analysis of embryo genes

To validate the sequencing data, the samples of embryos were collected and RNA was isolated as indicated in the paragraph above. A selection of potential target genes was made based on the sequencing outcomes. Primers for these chosen genes were created using Beacon Designer v. 8.21 software and are detailed in Table 5. One-step RT-qPCR analysis was conducted on a RotorGene 3000 cycler (Corbett Research) employing the QIAGEN OneStep RT-PCR Kit (Qiagen) within a 20 µl reaction mix comprising specified components including RNase-free water. The thermal cycling process encompassed stages such as reverse transcription at 50 °C for half an hour, initial denaturation at 95 °C for a quarter of an hour; subsequent PCR cycles involving denaturation at 94 °C for fifteen seconds, annealing at primer-specific temperatures for fifteen seconds and extension at 72 °C for twenty seconds; concluding with a final extension step of five minutes at 72 °C. Fluorescence readings were captured after each extension phase to track product amplification progress while verification involved melting analysis and electrophoresis on agarose gel utilizing MidoriGreen Direct (Nippon Genetics).

**Table 5:** List of primers used for RT-qPCR.

Gene transcript	Primers 5′–3′	Amplicon length (bp)	T_an_ (°C)	GenBank accession number
*ADAMTS9*	GGA TGA TAA CTA CTT AGG T TAC TCT ATT ACG GCA TTC	160	55	XM_013981851
*AGTR1*	TTG GTG GTA ATT GTC ATT ATT CCA TAG CAG TGT AGA	133	56	XM_003132469
*ANGPT2*	AGG CTT ACT CAC TGT ATG TTG GCT TAT GCT GCT TAT	110	56	NM_213808
*ATP6V0D*	CAT TAT TGA CAC AGA GAT CAT CAG TAG AAT CAC ATT	226	55	XM_003125581
*H2AZ1*	GGC CGT ATT CAT CGA CAC CTG ACC AGC GAT TGT AGC CTT GAT	231	56	NM_001123122
*YWHAG*	CAG CCC ACT CAC CCC ATT AG TGC TGA TCG CTT GTC CAG AG	218	56	XM_005661962

*T*_*an*_ annealing temperature.

### Statistic evaluation

The analysis of oocyte maturation and embryo development involved conducting a one-way ANOVA (Anova single factor) or t-test ((SigmaPlot 12.0, London, UK) with Tukey’s post-test, depending on the number of groups. Comparisons of transcript levels were made using a t-test. The standard error of the mean (SEM) is shown as error bars. Probability values below 0.05 were deemed to be statistically significant.

## Data Availability

The datasets generated and analyzed during the current study are available in the PRIDE repository (PXD045481) and NCBI's Gene Expression Omnibus^47^ and are accessible through GEO Series accession number GSE244075.

## References

[1] Fowler KE, Mandawala AA, Griffin DK, Walling GA, Harvey SC (2018). The production of pig preimplantation embryos in vitro: Current progress and future prospects. Reprod. Biol..

[2] Hryhorowicz M (2020). Application of genetically engineered pigs in biomedical research. Genes.

[3] Prather RS (2007). Targeted genetic modification: Xenotransplantation and beyond. Clon. Stem Cells.

[4] Dujíčková L, Makarevich AV, Olexiková L, Kubovičová E, Strejček F (2021). Methodological approaches for vitrification of bovine oocytes. Zygote.

[5] De Roo C, Tilleman K (2021). In vitro maturation of oocytes retrieved from ovarian tissue: Outcomes from current approaches and future perspectives. J. Clin. Med..

[6] Currin L (2022). Optimizing swine in vitro embryo production with growth factor and antioxidant supplementation during oocyte maturation. Theriogenology.

[7] Kinterova V, Kanka J, Petruskova V, Toralova T (2019). Inhibition of Skp1-Cullin-F-box complexes during bovine oocyte maturation and preimplantation development leads to delayed development of embryos. Biol. Reprod..

[8] Murin M (2023). Porcine oocytes matured in a chemically defined medium are transcriptionally active. Theriogenology.

[9] Chen PR, Redel BK, Kerns KC, Spate LD, Prather RS (2021). Challenges and considerations during in vitro production of porcine embryos. Cells.

[10] van der Weijden VA (2021). Transcriptome dynamics in early in vivo developing and in vitro produced porcine embryos. BMC Genom..

[11] Bartkova A (2020). Characterization of porcine oocytes stained with Lissamine Green B and their developmental potential in vitro. Anim. Reprod..

[12] Motta L, Chaves D, Bhat M (2018). In vitro embryo production in the pig. Reprod. Biotechnol. Farm Anim..

[13] Edwards RG, Bavister BD, Steptoe PC (1969). Early stages of fertilization in vitro of human oocytes matured in vitro. Nature.

[14] Hatırnaz Ş (2018). Oocyte in vitro maturation: A sytematic review. TJOD.

[15] Vuong LN (2020). Live births after oocyte in vitro maturation with a prematuration step in women with polycystic ovary syndrome. J. Assist. Reprod. Genet..

[16] Nemcova L (2023). Importance of Supplementation during In Vitro Production of Livestock Animals.

[17] Yuan Y (2017). Quadrupling efficiency in production of genetically modified pigs through improved oocyte maturation. Proc. Natl. Acad. Sci. U SA.

[18] Yuan Y, Krisher RL (2012). In vitro maturation (IVM) of porcine oocytes. Methods Mol. Biol..

[19] Procházka R (2021). The role of MAPK3/1 and AKT in the acquisition of high meiotic and developmental competence of porcine oocytes cultured in vitro in FLI medium. IJMS.

[20] Che L, Lalonde A, Bordignon V (2007). Chemical activation of parthenogenetic and nuclear transfer porcine oocytes using ionomycin and strontium chloride. Theriogenology.

[21] Hyttel P (2000). Nucleolar proteins and ultrastructure in preimplantation porcine embryos developed in vivo. Biol. Reprod..

[22] Serrano Albal M (2022). Supplementation of porcine in vitro maturation medium with FGF2, LIF, and IGF1 enhances cytoplasmic maturation in prepubertal gilts oocytes and improves embryo quality. Zygote.

[23] Stoecklein KS, Ortega MS, Spate LD, Murphy CN, Prather RS (2021). Improved cryopreservation of in vitro produced bovine embryos using FGF2, LIF, and IGF1. PLoS ONE.

[24] Tian H (2021). Enhancing the developmental competence of prepubertal lamb oocytes by supplementing the in vitro maturation medium with sericin and the fibroblast growth factor 2-leukemia inhibitory factor: Insulin-like growth factor 1 combination. Theriogenology.

[25] Roth Z, Hansen PJ (2005). Disruption of nuclear maturation and rearrangement of cytoskeletal elements in bovine oocytes exposed to heat shock during maturation. Reproduction.

[26] Gegenfurtner K, Flenkenthaler F, Fröhlich T, Wolf E, Arnold GJ (2020). The impact of transcription inhibition during in vitro maturation on the proteome of bovine oocytes†. Biol. Reprod..

[27] Verlhac M-H, Terret M-E (2016). Oocyte maturation and development. F1000 Res..

[28] Terada Y (2005). Cytoskeletal dynamics during mammalian gametegenesis and fertilization: Implications for human reproduction. Reprod. Med. Biol..

[29] Gumus E, Bulut HE, Kaloglu C (2010). Cytoskeletal changes in oocytes and early embryos during in vitro fertilization process in mice. Anat. Histol. Embryol..

[30] Mao L, Lou H, Lou Y, Wang N, Jin F (2014). Behaviour of cytoplasmic organelles and cytoskeleton during oocyte maturation. Reprod. Biomed. Online.

[31] Østrup O (2013). RNA profiles of porcine embryos during genome activation reveal complex metabolic switch sensitive to in vitro conditions. PLoS ONE.

[32] Zhang C (2021). The dynamic changes of transcription factors during the development processes of human biparental and uniparental embryos. Front. Cell Dev. Biol..

[33] Niakan KK, Eggan K (2013). Analysis of human embryos from zygote to blastocyst reveals distinct gene expression patterns relative to the mouse. Dev. Biol..

[34] Lamas-Toranzo I (2019). ZP4 confers structural properties to the zona pellucida essential for embryo development. Elife.

[35] Wang R (2015). Loss of function mutations in RPL27 and RPS27 identified by whole-exome sequencing in Diamond-Blackfan anaemia. Br. J. Haematol..

[36] Qi C (2015). Biochemical and structural characterization of a novel ubiquitin-conjugating enzyme E2 from *Agrocybe aegeria* reveals Ube2w family-specific properties. Sci. Rep..

[37] May-Panloup P, Boguenet M, El Hachem H, Bouet P-E, Reynier P (2021). Embryo and its mitochondria. Antioxidants.

[38] Babayev E, Seli E (2015). Oocyte mitochondrial function and reproduction. Curr. Opin. Obstet. Gynecol..

[39] Mao X (2019). Genetic diversities of MT-ND3 and MT-ND4L genes are associated with high-altitude adaptation. Mitochondrial. DNA B.

[40] Ireland JJ, Murphee RL, Coulson PB (1980). Accuracy of predicting stages of bovine estrous cycle by gross appearance of the corpus luteum. J. Dairy Sci..

[41] Yoshioka K, Suzuki C, Tanaka A, Anas IM-K, Iwamura S (2002). Birth of piglets derived from porcine zygotes cultured in a chemically defined medium. Biol. Reprod..

[42] Lucas-Hahn A (2018). 122 a new maturation medium improves porcine embryo production in vitro. Reprod. Fertil. Dev..

[43] Laurincik J, Rath D, Niemann H (1994). Differences in pronucleus formation and first cleavage following in vitro fertilization between pig oocytes matured in vivo and in vitro. J. Reprod. Fertil..

[44] Wiśniewski JR, Zougman A, Nagaraj N, Mann M (2009). Universal sample preparation method for proteome analysis. Nat. Methods.

[45] Arrell VL, Day BN, Prather RS (1991). The transition from maternal to zygotic control of development occurs during the 4-cell stage in the domestic pig, *Sus Scrofa*: Quantitative and qualitative aspects of protein synthesis1. Biol. Reprod..

[46] Cao S (2014). Specific gene-regulation networks during the pre-implantation development of the pig embryo as revealed by deep sequencing. BMC Genom..

[47] Edgar R, Domrachev M, Lash AE (2002). Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res..

How the deposited data were processed for this re-analysis (not part of the article)

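RNA of 18 pools of 20 porcine parthenogenetic embryos was sequenced, 3 pools for each of the 2-cell, 4-cell and 8-cell stages from oocytes matured in DMEM or FLI medium. By the paper, RNA was isolated with RNAqueous Micro, libraries were made with the Pico version of the SMARTer kit for stranded total RNA and sequenced on a NovaSeq, reads were mapped with bowtie2, expression values came from Illumina Dragen, genes were compared with DESeq2 and functions were assigned with DAVID. Their versions are not given in the sources used here, and the submitters name the genome build Sscrofa11.1. The deposited table has 20983 genes, 15498 with a symbol and 5485 with an ID only, of which 192 were named from the reference. The authors give a total count of each gene and library, which was used for all tests and levels. The TPM of the authors, scaled to the same total over the genes of every library, were used for the genes with the highest levels and for the share of mitochondrial transcripts. The RPKM of the authors were used only to infer the total of mapped reads per library, from 13 mitochondrial genes, which give whole numbers within a tolerance of 0.01. The 18 columns of CPM in the deposited table were not used.

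Count totals per library ranged from 1737985 to 6781185 with a median of 4581572, and 78108626 counts were used in all. A count of 0 allows up to 0.442 to 1.73 CPM in a library, from a floor of 3 counts, for counting error only. Samples were grouped by stage and medium as labelled, and replicates numbered alike were not taken as pairs.

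Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults (13187 genes), libraries were normalized by TMM, and 1 model of 6 group means over the 18 libraries was fitted with glmQLFit and tested with glmQLFTest. The comparisons were 4-cell FLI against 4-cell DMEM, 4-cell FLI against 8-cell DMEM, 2-cell and 8-cell FLI against DMEM, 4-cell against 8-cell DMEM, 4-cell against 2-cell in each medium, 2 interactions of medium and stage, and FLI against DMEM over the 3 stages in a model of stage and medium. Genes passed at a Benjamini-Hochberg adjusted p under 0.05. Genes were also counted at the thresholds of the study, a log2 fold change beyond 1.5 with a p under 0.05. The paper does not say whether this p is adjusted, and it was taken as unadjusted. Log2 fold changes are given with the standard error from the fit. The tests were tested on simulated data in which counts of chosen genes were changed by known factors.

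The 22 lists were mitochondrially encoded and nuclear encoded respiratory chain, cytosolic ribosomal proteins, RNA polymerase I and nucleolus, RNA polymerase II and general transcription factors, translation initiation factors, proteasome subunits, oocyte and maternal effect genes, genes transcribed at embryonic genome activation, pluripotency and first lineage factors, homeobox and other developmental transcription factors, C2H2 zinc finger genes, epithelial junctions and keratins, actin cytoskeleton and focal adhesion, cell cycle and DNA replication, apoptosis regulators, FGF, LIF, IGF and EGF pathways, histone enzymes, imprinted genes, cumulus and granulosa markers, blood and somatic markers, and heat shock and stress. They were tested with camera of limma 3.58.1 at a correlation of 0.01, with the correlation estimated, and with fry, and adjusted over the lists of a comparison. Clustering used average linkage on Pearson's correlation of log2(CPM + 1). Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these and for exact permutation tests.

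Genes named are those the paper names in its text, tables and figure labels, whose values in the paper had been seen, the 10 genes of largest change in each direction that passed the adjusted p in comparisons of the media (which selected 0), and up to 4 members of each list with the smallest p in the comparison described. Results for 2 of these genes are not reported here. RPS27 and YWHAG were matched by position. Alternatives were DESeq2 1.42.0, limma voom, a fit of only the groups compared, DESeq2 size factors in edgeR, upper quartile scaling, scaling by library size only, no filter on low counts, the detection standard of the study, no mitochondrial genes, a replicate block (the replicate number as a factor in the model), the median in place of the mean for TPM, Spearman's correlation, complete linkage, the 1000 most variable genes, and each library left out in turn. Added after the data were seen were a robust fit, DESeq2 with only the 2 groups compared, DESeq2 with independent filtering at 0.1, a fit without 3 libraries that stand apart, a fit without 2 of the 3 8-cell FLI libraries, and the lists without each library. The robust fit and both settings of DESeq2 were tried while the data were first looked at. Splits of the libraries were counted over all 10 splits of 3 against 3 and over 40 drawn splits otherwise. Functional terms were not tested, and the immunocytochemistry, the RT-qPCR and the morphology of the study were not analysed here.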

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

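The tests of 2-cell RNA, of a 4-cell pool and of depth below and the list tests without 1 or 3 libraries were chosen after the result was seen, and the others before. Between the 2-cell and 4-cell stages, the difference between FLI and DMEM embryos changed for 5 lists by a test of the interaction of medium and stage with camera. For ribosomal protein genes the change in FLI minus that in DMEM embryos had a median of -0.79 (adjusted p = 1.81e-23, adjusted p = 0.584 with an estimated correlation, both in this order for the lists that follow), for nuclear encoded respiratory chain genes -0.28 (0.00341 and 0.92), for RNA polymerase I and the nucleolus -0.20 (0.00341 and 0.584), for translation initiation factors -0.14 (0.00601 and 0.92) and for homeobox and other developmental genes 0.22 (0.00459 and 0.298). Without 4-cell DMEM replicate 1, 0 lists were higher and 1 lower, against 1 and 4 with all libraries. Between the 4-cell and 8-cell stages the same test passed for 6 lists. The median was -0.32 for ribosomal protein genes (1.17e-11 and 0.667), -0.18 for nuclear encoded respiratory chain genes (2.16e-06 and 0.748), -0.21 for proteasome subunits (0.000692 and 0.667), -0.13 for RNA polymerase I and the nucleolus (0.00985 and 0.667), -0.18 for translation initiation factors (0.0183 and 0.748) and -0.11 for RNA polymerase II and general transcription factors (0.0404 and 0.667). Without 8-cell FLI replicate 2 camera called 2 lists lower, and 0 lower and 1 higher without 3 libraries that stand apart (8-cell DMEM replicate 1 and 8-cell FLI replicates 2 and 3). For single genes, edgeR, DESeq2 and limma voom called 0 in either interaction at an adjusted p under 0.05, and edgeR had 119 higher and 218 lower in the former and 252 and 153 in the latter at an unadjusted p under 0.05. In the former, 13 of 40 splits of the libraries gave as many genes as the real 337 (highest other 428), and in the latter 29 of 40 gave as many as the real 405 (highest other 3110), so chance is not excluded for either.

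Signals also appeared in comparisons on which the paper does not report. Between the stages, 4636 genes were higher and 3747 lower in 4-cell than in 2-cell DMEM embryos, and 4569 were higher and 3593 lower in FLI embryos. The 10 splits of these libraries are too few for a share under 0.05, with 8383 and 8162 genes in the real splits and 0 in the highest other. In 2-cell embryos, ribosomal protein genes were higher in FLI than in DMEM, with a median of 0.45 and 61 of the 64 above 0 (adjusted p = 8.52e-14 from camera, adjusted p = 0.975 with an estimated correlation), and so were nuclear encoded respiratory chain genes, with a median of 0.21 (0.0014 and 0.975). RPL7A had 164 ± 28.9 CPM (SD, n = 3) in 2-cell FLI and 92.9 ± 11.9 CPM in 2-cell DMEM embryos, a log2 fold change of 0.82 (SE 0.228, adjusted p = 1) from edgeR, and POLR2F, a subunit of RNA polymerase II, had one of 1.35 (SE 0.287, adjusted p = 0.759) and was 1 of 2 genes of its list that passed when adjusted over the list alone. At an adjusted p under 0.05 edgeR called 0 genes in 2-cell embryos (179 higher and 105 lower at an unadjusted p under 0.05), DESeq2 1 higher and limma voom 0. The genes at the unadjusted p were together fewer than 0.05 of the tested genes, the share that chance alone would give. The 10 splits are too few for a share under 0.05, with 284 genes in the real split and 277 in the highest other.

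In 8-cell embryos, genes of ribosomes and energy metabolism were lower in FLI than in DMEM. The medians were -0.65 for ribosomal protein genes, with 0 of the 64 above 0 (adjusted p = 2.62e-38 from camera, adjusted p = 0.312 with an estimated correlation), -0.38 for mitochondrially encoded genes (0.00409 and 0.504), -0.355 for nuclear encoded respiratory chain genes (7.1e-10 and 0.488) and -0.29 for RNA polymerase I and the nucleolus (1.61e-08 and 0.312). They were -0.31 for translation initiation factors (1.12e-06 and 0.345), -0.31 for proteasome subunits (1.07e-05 and 0.312), -0.21 for RNA polymerase II and general transcription factors (0.00414 and 0.312) and 0.30 for homeobox and other developmental genes (0.0349 and 0.312). Against these 7 lists lower, 5 were lower without 8-cell FLI replicate 2, and 3 without 8-cell DMEM replicate 1 and 8-cell FLI replicates 2 and 3. In 8-cell FLI replicate 2 ribosomal protein genes took 1.00% of the counts, against 2.36% to 3.21% in the other 8-cell libraries, and mitochondrially encoded genes 4.74%, against 7.84% to 14.6%. Of the ribosomal protein genes 20 were lower when adjusted over the list alone, RPS7 with a log2 fold change of -1.14 (SE 0.262, adjusted p = 0.361) and RPS18 with one of -0.84 among them. At an adjusted p under 0.05 edgeR called 0 genes (452 higher and 583 lower at an unadjusted p under 0.05), DESeq2 1 higher and 41 lower, and limma voom 0. The 10 splits are too few for a share under 0.05, but 6 of the 10, the real one included, called at least as many genes as the real 1035, and the highest other called 3739. The highest split set 8-cell FLI replicates 1 and 2 with 8-cell DMEM replicate 1 against the rest, which points to a structure of the 8-cell libraries other than the medium.

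8-cell FLI replicate 2 lay nearer the 2-cell libraries than the other 8-cell libraries, with a mean correlation of 0.8315 with them against 0.7619 for 8-cell DMEM replicate 1. A pool like the 4-cell libraries here under an 8-cell label is argued against. The mean correlation of 8-cell FLI replicate 2 with the 4-cell libraries was 0.925, and the lowest of a 4-cell library with the others was 0.965 (SD 0.00232). Its nearest library was 4-cell FLI replicate 3 (r = 0.944), and its mean correlation with the other 8-cell libraries was 0.875. A 4-cell pool unlike these 4-cell libraries is therefore not excluded. RNA of 2-cell embryos in the pool stays open. In this library 21 genes high at the 2-cell stage and low in the other 8-cell libraries sat at a median of 0.1545 of their 2-cell level, against 0.0896 in 8-cell DMEM replicate 1. The ratio of the upper to the lower quartile over these genes was 2.10, and 1.785 to 44.8 in the 5 other libraries with a lower quartile above 0, so an even share does not single out this library. Embryos that clear maternal transcripts more slowly, with arrested embryos in the pool, would show the same, and this was not tested.

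8-cell FLI replicate 3 had the most genes detected and the lowest share of mapped reads counted in genes, 21.4%. Depth does not account for the genes detected, since 18338 were left after thinning to 1737985 counts, against 15306 in the highest other library (SD 743). Genomic DNA in the library stays open as a possible explanation. Reads per exonic kilobase in 986 genes nearly silent in the other 17 libraries were 0.437 of the rate that uncounted reads spread over the genome would give. This ratio was neither near 1 nor near 0, and 590 of these genes were detected. Uncounted reads can include those of Rfam RNA, which are not among the deposited genes. The expected rate can therefore be too high and the ratio too low. In each other library, over the genes nearly silent outside it, the ratio was 0.146 to 0.275, so a ratio well above 0 was found also without the oddity of this library. No biological explanation was tested for either library.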

How the results depend on the processing

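The settings chosen after the data were seen were the robust fit, DESeq2 with only the 2 groups compared, DESeq2 with independent filtering at 0.1, the fit without 3 libraries that stand apart (8-cell DMEM replicate 1 and 8-cell FLI replicates 2 and 3), the fit without 2 of the 3 8-cell FLI libraries (replicates 2 and 3) and the lists without each library. Of the counts of genes at the adjusted p, 333 of 366 values under planned settings stayed within 1.5 times the count reported or at the same 0, and 33 moved, and under the settings added later 56 of 88 stayed and 32 moved. At the thresholds of the study 50 of 64 stayed under planned and 14 of 20 under added settings. The counts of genes between 2-cell and 4-cell embryos stayed within 1.5 times under every setting run, from 4033 to 5055 higher and 3316 to 4375 lower in DMEM and from 3993 to 4991 higher and 3017 to 4273 lower in FLI embryos. For named genes, 140 combinations of a gene and a comparison were followed. Of their values, 2205 of 2296 under planned and 484 of 687 under added settings kept their direction and side of the threshold. Of the rest, 80 and 203 passed the threshold that edgeR's did not, 0 were lost and 11 reversed.

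In 4-cell FLI against 4-cell DMEM embryos, genes passed the adjusted p only with DESeq2 on only the 2 groups, 2 higher and 3 lower. At the thresholds of the study, DESeq2 gave 95 higher and 91 lower with or without the filtering at 0.1, only the groups compared 19 and 17, no filter 146 and 129, and the fit without 3 libraries 81 lower. Leaving out 1 library gave 55 to 130 higher and 44 to 88 lower, with 110 higher without 4-cell DMEM replicate 2, 130 higher without 4-cell DMEM replicate 3 and 88 lower without 4-cell FLI replicate 1. The cause was not tested.

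In 4-cell FLI against 8-cell DMEM embryos, DESeq2 called 255 genes higher and 161 lower at the adjusted p (614 lower at the thresholds of the study), 232 and 151 with filtering at 0.1 (614 lower), and 237 and 204 on only the 2 groups (643 lower). Limma voom called 22 and 2, upper quartile scaling 2 and 1, library size only 3 higher and the replicate block 1 higher. With only the groups compared edgeR called 47 and 33 (105 and 233 at the thresholds of the study), and with no filter 17 and 4 (684 lower). Without 3 libraries it called 1524 and 752 (345 higher at the thresholds), and without 2 of the 8-cell FLI libraries 580 and 272. These 2 libraries are not in this comparison and can act on it only through the scaling and the spread shared in the model. The median log2 fold change of all tested genes was 0.0181 with them and 0.0208 without them, which argues against a shift in scaling. The cause of the other changes was not tested. Leaving out 1 library gave 0 to 2 higher, 0 to 2 lower and 154 to 310 higher at the thresholds, with 2, 2 and 310 without 8-cell DMEM replicate 1. Of the 64 genes named in this comparison, 0 passed with edgeR, 39 with DESeq2, 5 with limma voom, 21 with only the groups compared and 56 without 3 libraries. In 4-cell DMEM against 8-cell DMEM embryos, DESeq2 called 289 and 121, 266 and 121 with filtering at 0.1, and 131 and 121 on only the 2 groups. Limma voom called 21 and 1, DESeq2 size factors in edgeR 6 and 1, only the groups compared 2 higher, no filter 3 higher, the fit without 3 libraries 1411 and 573, and without 2 of the 8-cell FLI libraries 489 and 196. Leaving out 1 library gave 0 to 1 higher and 0 to 2 lower, with 1 and 2 without 8-cell DMEM replicate 1.

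For 2-cell FLI against 2-cell DMEM embryos, DESeq2 called 1 higher with or without the filtering at 0.1 and 12 higher and 10 lower on only the 2 groups, only the groups compared 6 and 2, and the fit without 3 libraries 4 higher. For 8-cell FLI against 8-cell DMEM embryos, DESeq2 called 1 higher and 41 lower, 5 and 22 with filtering at 0.1, and 1 higher on only the 2 groups, no filter 1 and 1, the fit without 3 libraries 2 lower, and without 2 of the 8-cell FLI libraries 1 lower. For FLI against DMEM over the 3 stages, DESeq2 called 9 lower and the fit without 3 libraries 1 higher and 2 lower. The interaction of medium with the 4-cell stage had 3 lower with only the groups compared and 6 lower without 3 libraries, and that with the 8-cell stage 2 higher and 2 lower without 3 libraries. The setting of only the groups compared gives no value for FLI against DMEM over the 3 stages, and planned settings for TPM alone were not run because counts were used. The cause was not tested.

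With an estimated correlation, camera called 0 lists in either direction in all 10 comparisons, where the preset correlation called lists in each. With fry, 0 lists were lower in 4-cell FLI against 4-cell DMEM, 4-cell FLI against 8-cell DMEM and 4-cell DMEM against 8-cell DMEM embryos, 0 higher in 2-cell FLI against DMEM, 0 higher and 1 lower in 8-cell FLI against DMEM, 18 higher in 4-cell against 2-cell DMEM and 19 higher in 4-cell against 2-cell FLI embryos, 0 higher and 0 lower in the interaction at the 4-cell stage, 0 lower in that at the 8-cell stage and 0 lower over the 3 stages. Without mitochondrial genes, camera called 1 list higher in 4-cell FLI against 8-cell DMEM embryos and 0 higher in 8-cell FLI against DMEM embryos. Without 3 libraries it called 1 higher and 6 lower in 4-cell FLI against 8-cell DMEM, 1 lower in 2-cell FLI against DMEM, 3 lower in 8-cell FLI against DMEM, 1 higher and 0 lower in the interaction at the 8-cell stage, and 3 lower over the 3 stages.

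Leaving out 1 library changed the number of lists called by camera at the preset correlation. In 4-cell FLI against 4-cell DMEM embryos, 1 to 5 lists were lower, with 1 without 4-cell DMEM replicate 1 and 5 without 4-cell FLI replicate 1. In 4-cell FLI against 8-cell DMEM embryos 0 to 2 were higher, with 0 without 8-cell DMEM replicate 1. In 2-cell FLI against DMEM embryos 0 to 2 were lower, with 1 without 2-cell DMEM replicate 1 or 3 and 2 without 2-cell FLI replicate 1. In 8-cell FLI against DMEM embryos 0 to 2 were higher, with 2 without 8-cell DMEM replicate 1 and 0 without 8-cell DMEM replicate 2 or 3 or 8-cell FLI replicate 2. In the interaction at the 4-cell stage 0 to 1 were higher and 1 to 5 lower, with 0 and 1 without 4-cell DMEM replicate 1. In that at the 8-cell stage 0 to 1 were higher and 2 to 7 lower, with 1 higher without 8-cell DMEM replicate 1 or 8-cell FLI replicate 3, 3 lower without 4-cell DMEM replicate 3 or 8-cell DMEM replicate 3, and 2 lower without 8-cell FLI replicate 2. Over the 3 stages 0 to 1 were higher and 3 to 7 lower, with 1 higher without 8-cell FLI replicate 3 and 3 lower without 8-cell DMEM replicate 3.

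Reversals were seen in 3 genes with log2 fold changes near 0. H2AZ1 in 4-cell FLI against 8-cell DMEM embryos went from -0.00094 to 0.0218 with the detection standard of the study and 0.0042 with the replicate block, and lay between -0.0911 and 0.0706 on leaving out 1 library (above 0 without 4-cell FLI replicate 1, 8-cell DMEM replicate 2 or 8-cell DMEM replicate 3). YWHAG went from -0.0097 to 0.0134 with the detection standard of the study, and lay between -0.114 and 0.112 on leaving out 1 library (above 0 without 4-cell FLI replicate 2 or 8-cell DMEM replicate 2). UBTF in 4-cell FLI against 4-cell DMEM embryos went from -0.04 to 0.0153 with scaling by library size only, and lay between -0.177 and 0.111 on leaving out 1 library (above 0 without 4-cell DMEM replicate 1 or 4-cell FLI replicate 1). Among the other results, the number of libraries nearest to one of the same medium went from 7 to 11 over the 1000 most variable genes. Whether replicate numbers pair the pools is not stated, and the correlations of residuals between 4-cell DMEM and 4-cell FLI libraries of the same number were 0.098, 0.0301 and 0.211, so the replicate block is an alternative only. Depth limits the genes near the floor of 0.442 to 1.73 CPM per library, above all in 8-cell DMEM replicate 1.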

Differences from the paper's values

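The settings called DESeq2 with only the 2 groups compared and DESeq2 with independent filtering at 0.1, and the rescaling of TPM, were chosen after the values were seen. In 4-cell FLI against 4-cell DMEM embryos the paper reports 3 genes upregulated and 3 downregulated, 6 in all. At the thresholds named in its Fig. 6 legend, a log2 fold change beyond 1.5 and p under 0.05 (taken as unadjusted), edgeR gave 61 and 50, 111 in all. The difference stayed under every planned setting, which gave 19 to 146 higher, 17 to 129 lower and 36 to 275 in all. The 5 genes of the paper analysed here lay within a log2 fold change of 1.5 under every setting. The paper's 6 genes therefore need not rest on these thresholds, and the counts may not be alike. At another threshold, an adjusted p under 0.05, DESeq2 on only the 2 groups, chosen after the values were seen, gave 2 higher and 3 lower, 5 in all, and left out 3 of the 5 genes of the paper analysed here. For 4-cell FLI against 8-cell DMEM embryos the paper reports 773 genes downregulated, and edgeR gave 379. The difference closed with DESeq2 (614) and with no filter (684), and stayed with limma voom (404), only the groups compared (233), DESeq2 size factors in edgeR (419), upper quartile scaling (449), library size only (395), the detection standard of the study (345), without mitochondrial genes (421), with the replicate block (373) and on leaving out 1 library (308 to 413). Of the settings chosen after seeing the values, DESeq2 on only the 2 groups gave 643 and DESeq2 with filtering at 0.1 gave 614. The total of 977 in the paper stands against 564 with edgeR, and the difference closed with DESeq2 (806), no filter (911) and without 8-cell DMEM replicate 1 (723), and after seeing the values with DESeq2 on only the 2 groups (786) and with filtering at 0.1 (806), while the other settings gave 338 to 629. For the genes higher, 185 stands beside the paper's 204, within 1.5 times.

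The TPM of Table 3 cannot share a scale with the deposited TPM, because the paper's table lists Rfam RNA that are not among the deposited genes, with 301423 TPM in DMEM and 329530 TPM in FLI embryos. With the deposited TPM multiplied by the share that these listed Rfam RNA leave, 4 rows in DMEM and 3 in FLI embryos, 9 of 32 values differed by the rule used, and the median ratio was 0.959 (0.47 to 2.25), against 1.40 as deposited. This share is an upper limit, since Rfam RNA outside the paper's 20 highest genes are not counted in it, so the scale is approximate. In 4-cell DMEM embryos, ENSSSCG00000034113 has 12733.8 in the paper and 19353 here (27703 as deposited), ND4 6583.2 and 11227 (16070.5), ATP8 5010.7 and 2353 (3369), ND5 4996.3 and 11260.2 (16119) and CALM2 3338.3 and 1834 (2625). In 4-cell FLI embryos, ND4 has 6556.0 in the paper and 9930.4 here (14811 as deposited), ATP8 5199.7 and 2453 (3658), ND5 4331.1 and 8789 (13109) and CALM2 3222.5 and 1709 (2549). With the median of the 3 libraries, chosen before the values were seen, the differences for ENSSSCG00000034113 in DMEM and for ND4 in FLI embryos closed and the other 7 stayed.

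The paper lists FAM161B and ZP4 as upregulated and FABP5, RPS27 and UBE2W as downregulated in 4-cell FLI embryos. All 5 had the same sign here, with log2 fold changes of 1.20, 1.18, -0.73, -0.83 and -0.25, and all had an adjusted p of 1 with edgeR and lay within a log2 fold change of 1.5 under every setting. At an adjusted p under 0.05, DESeq2 on only the 2 groups, a setting chosen after seeing the values, called ZP4 (log2 fold change 1.19, adjusted p = 0.0391) and RPS27 (-0.82, adjusted p = 0.00797) and left out FAM161B, FABP5 and UBE2W, 3 of the 5. Under every other setting the adjusted p of both genes lay above 0.05. DESeq2 on only the 2 groups also called ALDH1A2 and ENSSSCG00000040419 lower and ENSSSCG00000034794 higher, which were chosen for mention after their values were seen. KDM4E was not analysed here. In Fig. 7, read by eye, the paper's sequencing folds of about -12 for ADAMTS9, about 7.4 for AGTR1, about 7.3 for ANGPT2 and about -28 for ATP6V0D2 stand beside -10.1, 7.59, 5.42 and -22 here, with no difference by the rule used.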

Other observations

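The rule that reads the test of position as open was set after its value was seen, and the other tests in this part before. A hypothesis that 4-cell FLI embryos lie ahead of 4-cell DMEM embryos toward the 8-cell stage was tested by placing each 4-cell library between 4-cell DMEM (0) and 8-cell DMEM (1), each DMEM library held out in turn. The mean position was 0.242 ± 0.0885 (SD, n = 3) in 4-cell FLI and 0.31 ± 0.0357 in 4-cell DMEM embryos. The difference of -0.0675 goes against the hypothesis in sign (exact permutation test, two-sided, p = 0.3, where 3 against 3 libraries allow no p under 0.1), so the 3 libraries of each group do not decide it. Without 1 of the 8-cell DMEM libraries the difference was -0.0598 to -0.0536. Over the 402 genes called between 4-cell and 8-cell FLI embryos it was -0.114 (same permutation test, p = 0.2). Those genes were picked with the 4-cell FLI libraries themselves, which can widen the difference.

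Other splits of the same libraries were counted for each comparison. For 4-cell FLI against 4-cell DMEM embryos, the 10 splits are too few for a share under 0.05, with 111 genes at the thresholds of the study in the real split and 164 in the highest other, and 8 of the 10, the real one included, gave at least as many as the real split. They are too few also for 4-cell FLI against 8-cell DMEM embryos, with 564 and 391, and for 4-cell DMEM against 8-cell DMEM embryos, with 1907 and 1358 genes at an unadjusted p under 0.05. Over the 3 stages, 14 of 40 splits of FLI and DMEM libraries gave as many genes as the real 600 at an unadjusted p under 0.05, and the highest other gave 2275, so chance is not excluded and a structure of the samples other than the medium is pointed to.

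From the 2-cell to the 4-cell stage in FLI embryos, 7 of 15 imprinted genes rose and 4 fell, UBE3A among the former with 15.2 ± 1.28 and 246 ± 37.3 CPM (SD, n = 3) and PLAGL1 among the latter with 110.5 ± 10.9 and 10.1 ± 4.87 CPM. Of 12 markers of cumulus and granulosa cells 5 rose and 1 fell, and of 8 markers of blood and other somatic cells 3 rose and 1 fell. Homeobox and other developmental genes went both ways in this step, with 41 higher and 35 lower (median 0.19, and 0.17 with genes at 0 in a group set to their bound), as did C2H2 zinc finger genes with 90 higher and 67 lower, histone enzymes with 22 and 23, genes of the actin cytoskeleton with 21 and 15, of the FGF, LIF, IGF and EGF pathways with 20 and 16, of apoptosis with 13 and 7, of epithelial junctions and keratins with 13 and 11, and of pluripotency with 11 and 5. None of these lists passed camera in this step. TRIB3, a pseudokinase of the stress response, rose from 1.61 ± 0.544 to 74.7 ± 7.81 CPM, and RGS2, an inhibitor of G protein signalling, fell from 414 ± 26.6 to 17.0 ± 9.96 CPM. In 8-cell embryos SGCE, an imprinted gene of the sarcoglycan family, had a log2 fold change of 2.27 (SE 0.533, adjusted p = 0.361) in FLI against DMEM and was the 1 imprinted gene that passed when adjusted over the list alone, and ZNF609 had one of 1.05 (SE 0.232, adjusted p = 0.361).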
